# Single-Cell RNA Sequencing Revealed the Heterogeneity of Gonadal Primordial Germ Cells in Zebra Finch (*Taeniopygia guttata*)

**DOI:** 10.3389/fcell.2021.791335

**Published:** 2021-12-09

**Authors:** Kyung Min Jung, Minseok Seo, Young Min Kim, Jin Lee Kim, Jae Yong Han

**Keywords:** zebra finch (*Taeniopygia guttata*), embryonic gonad, primordial germ cell, single-cell RNA sequencing, heterogeneity

## Abstract

Primordial germ cells (PGCs) are undifferentiated gametes with heterogeneity, an evolutionarily conserved characteristic across various organisms. Although dynamic selection at the level of early germ cell populations is an important biological feature linked to fertility, the heterogeneity of PGCs in avian species has not been characterized. In this study, we sought to evaluate PGC heterogeneity in zebra finch using a single-cell RNA sequencing (scRNA-seq) approach. Using scRNA-seq of embryonic gonadal cells from male and female zebra finches at Hamburger and Hamilton (HH) stage 28, we annotated nine cell types from 20 cell clusters. We found that PGCs previously considered a single population can be separated into three subtypes showing differences in apoptosis, proliferation, and other biological processes. The three PGC subtypes were specifically enriched for genes showing expression patterns related to germness or pluripotency, suggesting functional differences in PGCs according to the three subtypes. Additionally, we discovered a novel biomarker, *SMC1B*, for gonadal PGCs in zebra finch. The results provide the first evidence of substantial heterogeneity in PGCs previously considered a single population in birds. This discovery expands our understanding of PGCs to avian species, and provides a basis for further research.

## Introduction

The heterogeneity of primordial germ cells (PGCs), the only cells capable of transferring genetic information to the next generation, during early embryonic development is conserved across a wide range of taxa (Han, 2009; Nguyen et al., 2019). Initial PGCs are heterogeneous with respect to their contribution to germline development (Ueno et al., 2009). In zebrafish (*Danio rerio*), chemokine responsiveness and motility, which determine migration toward gonads during early development, differ among individual cells. PGCs showing aberrant migration are eliminated by apoptosis (Koprunner et al., 2001; Weidinger et al., 2003; Reichman-Fried et al., 2004). In mice (*Mus musculus*), PGCs show asynchronous migration, in which some cells lag behind or move to an ectopic location via niche signals or intrinsic heterogeneity; aberrant migration is closely related to cell survival (Molyneaux et al., 2001; Laird et al., 2011; Cantú et al., 2016). The heterogeneity of PGCs can also be caused by differences in proliferation, as observed in flies (*Drosophila melanogaster*). Highly proliferative PGC populations are overrepresented in the germline and may compete for access to signaling factors essential for development (Gilboa and Lehmann, 2006). PGCs with the potential to become germ cell tumors and harboring deleterious mutations can be eliminated, and only a subset of the initial population completes fetal development (Runyan et al., 2008).

Morphological analyses of germ cell heterogeneity and genetic manipulation of germ cells have been accelerated by development of single-cell RNA sequencing (scRNA-seq) techniques, which enable transcriptome studies and detailed lineage specification. ScRNA-seq in human fetal germ cells has revealed transcriptional and epigenetic heterogeneity as well as variation in susceptibility to apoptosis (Reznik et al., 2019; Nguyen et al., 2020). Heterogeneity and developmental asynchrony in female germ cell populations has also been identified in mice (Zhao et al., 2020). In avian species, scRNA-seq was used to evaluate chicken embryonic gonadal cells at several developmental stages; however, this analysis was focused on gonadal sex determination (Estermann et al., 2020). Although the selection process acting on early germ cells is linked to germ cell quality and fertility, studies of the heterogeneity of avian germ cells are lacking.

The zebra finch (*Taeniopygia guttata*) is a representative model bird in evolutionary and neurobiological studies, and assembly of its complete genome sequence has opened up new and interesting avenues for related research fields (Mello, 2014). Zebra finch PGCs have distinct migratory and numerical characteristics at early developmental stage from those of other avian species. And the zebra finch is used for basic research and germline transgenics, indicating the importance of further germ cell research (Jung et al., 2019; Gessara et al., 2021). In zebra finch, PGCs are widely distributed in the early embryo, complete their migration to the germinal crescent at Hamburger Hamilton stage (HH) 6 and enter the circulation through the anterior vitelline vein at HH stage 10. After settlement of circulating PGCs into the genital ridge, PGCs are maintained prior to sex differentiation. The well-known chicken PGCs undergo sexual differentiation from HH stage 30, and the zebra finch also showed a clear bilateral gonad asymmetry from HH stage 30, so HH stage 28 could be chosen to study undifferentiated gonad PGCs (Jung et al., 2019; Estermann et al., 2020).

In this study, we performed a scRNA-seq analysis of zebra finch embryonic gonadal cells at HH stage 28 to evaluate the heterogeneity of PGCs. We identified three distinct subpopulations of gonadal PGCs in a single developmental stage. These results provide interesting insights into zebra finch PGCs, including the first evidence for a cellular level selective event during embryonic development in avian species.

## Materials and Methods

### Experimental Animals and Animal Care

The experimental use of zebra finches was approved by Institutional Animal Care and Use Committee of Seoul National University, Korea (IACUC, SNU-200305-2-1). All methods were carried out in accordance with ARRIVE (Animal Research: Reporting of *In Vivo* Experiments) guidelines and the standard operating protocols of Animal Genetic Engineering Laboratory at Seoul National University.

### Gonad Sample Preparation

Gonads were collected from the abdomens of zebra finch embryos at Hamburger and Hamilton (HH) stages 26, 28, 34, 40, and on hatching day (Hamburger and Hamilton, 1951). The embryonic stages were identified according to incubation time and developmental features (Murray et al., 2013). Eggs were opened 3 days prior to sampling HH stage 28 gonads, and 1 µl of blood was taken for molecular sexing. In particular, the chromodomain-helicase-DNA binding protein (CHD) 1 gene was amplified by PCR using genomic DNA extracted from blood with previously described primers (Soderstrom et al., 2007). The gonads of sex-identified individuals were used for scRNA-seq.

### Single-Cell Library Preparation and Sequencing

Seven male and seven female embryonic gonads at HH stage 28 were collected for each sex, pooled in 100 µl of trypsin (0.05%), and incubated at 37°C for 5 min with gentle pipetting. Digestion was stopped by addition of 100 µl of Dulbecco’s Modified Eagle’s Medium (Hyclone, Logan, UT, United States) containing 10% fetal bovine serum (Hyclone), followed by washing with 500 µl of PBS. Cells were pelleted down and resuspended in PBS. Single-cell libraries were prepared using the Chromium controller according to the 10× Chromium Next GEM Single Cell 3′ v3.1 protocol (10× genomics document CG000204 Rev D) (10× Genomics, Pleasanton, CA, United States) by Macrogen (Seoul, Korea). Briefly, cell suspensions were diluted in nuclease-free water to achieve a targeted cell count of 10,000. The cell suspension was mixed with master mix and loaded with Single Cell 3′ v3.1 Gel Beads and Partitioning Oil into a Chromium Next GEM Chip G apparatus. RNA transcripts from single-cells were uniquely barcoded and reverse-transcribed within droplets. Next, cDNA molecules were pooled and then was subjected to an end repair process, addition of a single ‘A’ base, and ligation of the adapters. The products were then purified and enriched by PCR to create the final cDNA library. Samples were subjected to 11 cycles of PCR for cDNA amplification and 16 cycles for library amplification. The purified libraries were quantified by qPCR according to the qPCR Quantification Protocol Guide (Kapa Biosystems, Wilmington, MA, United States), and quality was determined using the Agilent Technologies 4200 TapeStation (Santa Clara, CA United States). Then, the libraries were sequenced using the Illumina HiSeq X ten platform (Illumina, San Diego, CA, United States), according to the read length [R1(28) - I1(8) -R2(91)] in the user guide. The number of sequenced reads per library was 720,503,190 in male, and 785,997,522 in female.

### Single-Cell Gene Expression Analysis

Pre-processing and quality control of single-cell sequencing raw data was performed by Macrogene Inc. (Seoul, Korea) based on their in-house pipeline. Briefly, single-cell raw sequencing data were preprocessed using Cell Ranger v5.0.0 (10× Genomics). The raw BCL files from the Illumina HiSeq platform were demultiplexed to generate FASTQ files using “cellranger mkfastq.” Then, these raw FASTQ files were analyzed using “cellranger count” based on the zebra finch reference genome (bTaeGut1_v1) to quantify mapped reads at each cell barcodes. Quantified raw count matrices were analyzed using Seurat 3.1.3. Raw counts for genes expressed in ≥3 cells, and cells with at least 200 detected genes were used for downstream analyses. The percent_mt filtering was omitted because the mitochondrial genes were not annotated in the zebra finch Ensembl database. Dimensionality reduction was performed using principal component analysis (PCA) for identification of highly variable genes. To fine the graph-based clusters, K-nearest neighbor (KNN) graph based on the PCA space were performed with Louvain algorithm. UMAP algorithm (McIntyre et al., 2008) was used to visualize cell-type specific expression patterns. A statistical hypothesis test for detecting genes exhibiting specific expression patterns for each cluster was performed using Wilcox rank sum test with min.pct = 0.25 and logfc.threshold = 0.25. Statistical hypothesis testing of the aggregated count of the three identified germ-cell clusters were performed edgeR. In this study, an FDR-adjusted *p*-value of 0.05 or less after adjustment using the Benjamini & Hochberg method (Benjamini and Hochberg, 1995) was used as the significance cutoff. Gene-Enrichment and Functional Annotation analysis for significant probe list was performed using g:Profiler (https://biit.cs.ut.ee/gprofiler/). Single-cell trajectory reconstruction was performed by Monocle3, which results in the definition of a pseudo-time measurement across root sample group through which the dynamics of gene expression can be examined. Cells were clustered with the Louvain algorithm for community detection and then detected communities were separated into partitions by the pruned kNN algorithm.

### TUNEL Assay

Apoptotic cells were detected by TUNEL assay using TMR red labeling *in situ* cell death detection kit (Roche, Basel, Switzerland) following the manufacturer’s instructions. Whole gonadal cells at HH stage 28 were smeared and fixed onto a glass slide with 4% paraformaldehyde at room temperature for 1 h. Cells were then permeabilized using 0.1% triton X-100 on ice for 2 min. And the cells were then incubated with the TUNEL reaction mixture which labels DNA strand breaks, by terminal deoxynucleotidyl transferee (TdT), which catalyzes polymerization of labelled nucleotides to free 3’-OH DNA ends in a template-independent manner (TUNEL-reaction). Cells induced DNA damage by treatment with DNase Ⅰ for 10 min were used as a positive control, and the cells treated with TUNEL reaction mixture excluding TdT was used as a negative control. After incubation with the tunnel reaction mixture, cells were mounted with ProLong Gold antifade reagent with DAPI and visualized under a confocal fluorescence microscope (Carl Zeiss GmbH, Oberkocken, Germany).

### RT-PCR and Quantitative RT-PCR

To obtain the PGC and GSC populations, whole gonadal cells were short-term cultured *in vitro* according to previous report (Jung et al., 2019). Briefly, whole gonadal cells dissociated with 0.05% of trypsin-EDTA were resuspended in PGC culture medium and cultured in a CO_2_ incubator maintained at 37°C with 5% CO_2_ and 60–70% relative humidity. Floating PGCs and GSCs attached to the bottom of the plate were harvested, respectively, and passaged at intervals of 4–5 days for 10–20 days, and the cells grown enough to extract RNA were used for analysis. Total RNA samples of PGCs or GSCs were prepared using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, United States). Total RNA samples were then reverse-transcribed into cDNA using the SuperScript III Reverse Transcription Kit (Thermo Fisher Scientific), according to the manufacturer’s protocol. The cDNAs were amplified by PCR using primer sets specific for predicted zebra finch *DAZL*, *DDX4*, *DND1*, *PIWIL1*, *RNF17*, *SMC1B*, *RBM46*, and *HORMAD1* sequences. Glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) was used as a control. PCR conditions were as follows: 35 cycles at 95°C for 30 s, 60°C for 30 s, and 72°C for 1 min. Gene expression was measured using EvaGreen dye (Biotium, Hayward, CA, United States) and a CFX96 Real-Time PCR Detection System (Bio-Rad, Hercules, CA, United States). Relative gene expression was quantified using the 2-^(DDCt)^ value (DCt = Ct of the *target gene*—Ct of *GAPDH*; DDCt = DCt of PGCs - DCt of GSCs). Total RNA samples from different tissues (including the heart, lung, liver, intestine, muscle, testis, and ovary) from adult male and female zebra finch were isolated using TRIzol reagent, and cDNAs were synthesized using the SuperScript III Reverse Transcription Kit. Total RNA samples from embryonic gonads at different developmental stages (including HH 28, 34, 40, and hatching day) were also prepared following the same protocol. Primer information is listed in Supplementary Table S1.

### Immunohistochemistry of Zebra Finch Embryonic Gonads

Embryonic gonads with mesonephric tissues at HH stage 28 were paraffin-embedded and sectioned (thickness, 8 µm). After deparaffinization, sections were washed with 1× PBS and blocked with a blocking buffer (5% goat serum and 1% bovine serum albumin in PBS) for 1 h at room temperature. Sections were then incubated overnight at 4°C with a rabbit anti–SMC1B antibody, HPA001500 (Atlas Antibodies AB, Stockholm, Sweden). After washing with PBS, sections were incubated with anti-rabbit IgG-Alexa Fluor 594 (Thermo Fisher Scientific) for 1 h at room temperature. After washing with PBS, sections were mounted with ProLong Gold antifade reagent with DAPI and visualized under a confocal fluorescence microscope (Carl Zeiss GmbH).

### Whole-Mount *in situ* Hybridization

Hybridization probes for zebra finch *SMC1B* were made from total RNA extracted from embryonic gonads, which was then reverse-transcribed using the SuperScript III First-Strand Synthesis System (Thermo Fisher Scientific). Next, cDNA was amplified using *SMC1B*-specific primers (forward, 5′-CAG CAC CCT AGA CCT TGA CC-3′ and reverse, 5′-AGG ATT CTC CGG GCT AAG GA-3′). The PCR product was cloned into the pGEM-T Easy Vector System (Promega, Madison, WI, United States). After sequence verification by Sanger single-molecule sequencing, recombinant plasmids containing the target genes were amplified using T7-and SP6-specific primers to prepare the template for labeling the hybridization probes. Digoxigenin (DIG)-labeled sense and antisense *SMC1B* hybridization probes were transcribed *in vitro* using a DIG RNA Labeling Kit (Roche). Whole-mount *in situ* hybridization of zebra finch embryonic gonads with mesonephric tissues at HH stage 28 was performed using a standard protocol with an anti-DIG alkaline phosphatase–conjugated antibody and visualization by a 5-bromo-4-chloro-39-indolyphosphate p-toluidine salt and nitro-blue tetrazolium chloride colorimetric reaction. Afterwards, *in situ*–hybridized samples were paraffin-embedded, sectioned (thickness, 8 µm), and evaluated under a microscope (Nikon).

### Statistical Analysis

All of statistical analysis between the PGCs and GSCs was conducted using the Student’s *t*-test with GraphPad Prism statistical software (GraphPad Software, La Jolla, CA, United States).

## Results

### scRNA-Seq of Gonadal Cells in Zebra Finch

To investigate the undifferentiated gonadal PGCs, we collected whole gonadal cells from zebra finch embryos of known sex at HH stage 28 (Supplementary Figure S1A). Single-cell suspensions of male and female embryonic gonads were captured individually and processed using the 10× Chromium system. 

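The 10× Chromium system gave 1 library of single-cell RNA per sex, each from the pooled gonads of 7 embryos at HH stage 28. With 1 library per sex, no difference between the sexes could be set against a spread between replicates, and all intervals cover counting error only. The authors deposited the number of distinct RNA molecules (UMIs) that Cell Ranger counted on each of 20511 genes of the zebra finch reference for every barcode, without normalization and before any barcode was called a cell. The UMIs of all barcodes added up to 98701138 in the female and 124217899 in the male library. Barcodes ending in 1 were taken as male and those ending in 2 as female, which is the order of the groups in the study's figures. In all called cells together, SOX9 reached 46.1 CPM (counts scaled to the total of UMIs) in the female and 127 CPM in the male library, DMRT1 41.0 and 145 CPM, and CYP19A1 7.62 and 0.447 CPM, with exact Poisson intervals that did not overlap. Levels given as CPM are from the UMIs summed over the cells of a cluster, in both libraries together unless a library or sex is named. Clusters were compared with edgeR's quasi-likelihood test on the sums per library after TMM scaling, so that the libraries and not the cells were the replicates.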

After filtering out low quality cells based on the number of genes, and UMIs, in total 12,489 and 10,046 cells were sequenced from pooled male and female gonads (*n* = 7 each), respectively (Figure 1A; Supplementary Figure S1).We clustered cells based on gene expression levels in 22,535 cells, including male and female subjects. 

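Cells were called by repeating the steps of Cell Ranger on the barcodes of each library. Every barcode above 3191 UMIs in the female and 3148 UMIs in the male library was called, and shallower barcodes were added when their profile differed from that of free RNA, the RNA outside cells that near-empty barcodes carry. After the authors' minimum of 200 genes, 9469 female and 12469 male cells were kept, 21938 in all. They held a median of 8177 UMIs and 3051 genes in the female and 7688 UMIs and 2992 genes in the male library. Cells under 2000 UMIs made up 20.1% of the female and 24.6% of the male cells. The called cells carried 81.2% of the UMIs of the female and 79.3% of those of the male library. The minimum of 200 genes taken alone moved the numbers most, to 21429 female and 78503 male barcodes. At least 1 UMI in at least 3 cells was counted for 18091 genes. The doublet scores of Scrublet marked no cell above its own threshold in either library, which made that filter void, and doublets were left in.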

We obtained 20 clusters (referred to as c1–c20) using the uniform manifold approximation and projection (UMAP) algorithm (Figure 1B). 

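Louvain clustering at resolution 0.8 on 20 principal components of 2000 variable genes gave 23 clusters, numbered R1 to R23 from the largest to the smallest. Left out of the variable genes were 42 genes that the study names for germ cells, their subtypes and supporting cells, so no cluster was drawn on these. The genes that it names for other cell types, such as KRT18, COL1A2 and CDH5, were not left out. The number fell to 16 at resolution 0.4 and rose to 27 at resolution 1.2, the settings that moved it most. R2, R3, R11 and R21 were shallow clusters, with a median of 746.5, 907, 1173 and 1352 UMIs per cell.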

Cells from both sexes are present in all the clusters, except for cluster 20 (c20), which showed only male-specific expression patterns (Figure 1C; Supplementary Figure S2A). 

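Cluster R23 held 140 cells of the male library and 0 of the 9469 cells of the female library, which allows a female share of up to 0.0317%. Male cells made up 98.9% of the 1332 cells of R7, beside 15 female cells. Of the 268 cells of R19, 7 came from the female library. Each of the other clusters held at least 40 cells of both libraries.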

On average, in clusters c1 to c17, the proportion of cells derived from males was relatively high, whereas c15, c18, and c19 showed a relatively high proportion of cells derived from females (Supplementary Figures S2B, S2C). 

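Male cells made up 56.8% of all called cells, and 12 of the 23 clusters had a male share above that. By number, 17 clusters held more male than female cells. The other 6 held more female cells, and among them 89.1% of the cells of R9, 79.9% of R22 and 64.3% of R20 were female, while R18 held 162 female and 161 male cells.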

We evaluated 20 cluster-specific expression patterns under the one-vs.-rest comparison strategy, resulting in an average of 454 differentially expressed genes (DEGs) at a 5% significance level after adjustment for multiple comparisons (Figure 1D; Supplementary Figure 2D; Supplementary Table S2). In particular, a number of DEGs (i.e., 1,182 and 1,954 genes) were detected in c12 and c17, respectively, suggesting that these 2 cell clusters are involved in distinct biological processes.

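Each cluster was compared with the mean of all the others on the sums per library, for the 21 clusters with at least 10 cells in each library. At an adjusted p of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a natural log change above 0.25, an average of 2671 of 14353 genes was higher in a cluster, from 1161 genes in R2 to 4783 in R18. The clusters were drawn from the same UMIs, so these counts describe them and are no independent evidence. Library size in place of TMM moved the average most, to 3262 genes.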

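Cluster R15 carried the leading genes that Table S3 lists for c12, and R18 those listed for c17. R18 with 4783 genes and R15 with 4404 genes had the highest numbers above the other clusters, ahead of R3 with 3397. R15 was second only with TMM in edgeR. With library size in place of TMM the number was 7272 for R18, 6322 for R3 and 5625 for R15, and with DESeq2 it was 4349 for R18, 3555 for R21, 3468 for R3 and 3301 for R15. Cells of R15 held a median of 18687 UMIs and cells of R18 19725 UMIs, more than those of any other cluster.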

**FIGURE 1:**
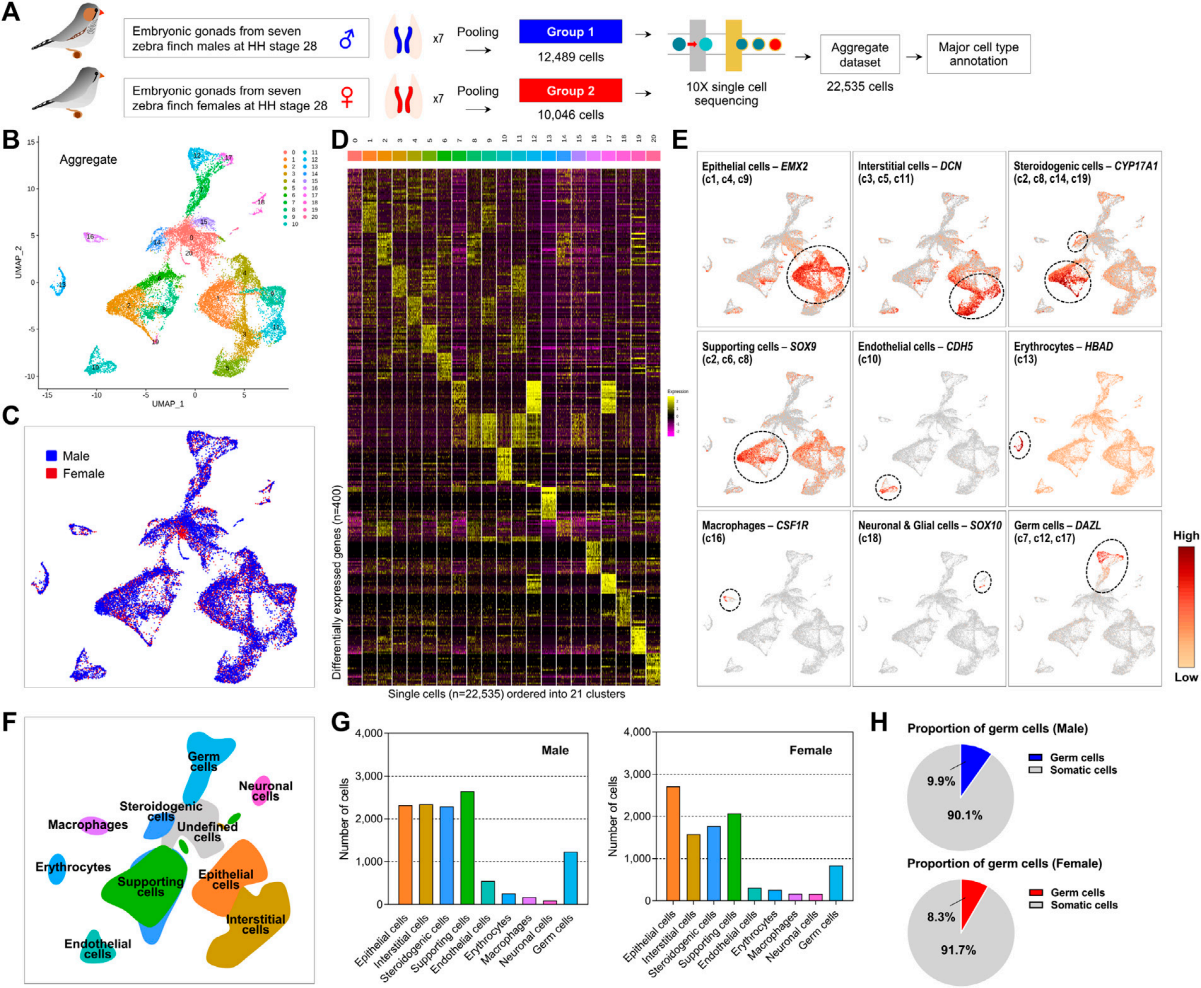
Distinct gonadal cell subpopulations with transcriptional signatures determined by scRNA-seq analysis of zebra finch gonads. **(A)** Schematic processing of dispersed cells from male and female embryonic gonads for single-cell capture and RNA sequencing. **(B)** Aggregated UMAP (Uniform Manifold Approximation and Projection) clustering of all 22,535 cells (12,489 male cells and 10,046 female cells) identified 20 distinct clusters. **(C)** Aggregated UMAP for both sexes show high overlap between the clusters. **(D)** Heatmap of top 20 differentially expressed genes (DEGs) between 20 clusters of zebra finch gonadal cells. **(E)** UMAPs showing expression levels of germ cell and somatic cell marker genes. **(F)** UMAP-based illustration showing nine gonadal cell types. **(G)** Cell counts for nine different cell types. **(H)** Proportion of germ cells in the male and female gonadal cells.

### Identification of Nine Cell Types Based on Cell-Type Specifically Expressed Genes in Zebra Finch Gonads

We characterized 20 cell clusters based on DEGs exhibiting cell-specific expression patterns identified in this study (Figure 1E; Supplementary Figure S3) and previously established cell type classification criteria for chicken species (Hu et al., 2019; Estermann et al., 2020). We successfully annotated nine cell types from gonadal cell clusters (Figure 1F). 

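Clusters were named from lists of marker genes fixed before the data were examined, of which 67 of 77 are among the genes in the files. A name needed 3 genes of a list raised 1.5-fold over all other cells, and in a shallow cluster also a listed gene among the 10 most raised. This gave 8 cell types. No cluster could be named steroidogenic, since CYP17A1 and STAR were the only listed steroidogenic genes in the files. The 7 clusters left unnamed held 18.0% of the female and 34.2% of the male cells. Among them R2, R3 and R21 were shallow, R7 was led by COL8A1, R22 by FABP6 and R19 again by COL8A1. R21 had all 7 germ cell markers raised but none of them among its 10 most raised genes.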

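KRT18 and EMX2 were among the genes from which R1, R6 and R8 were named epithelial, so their levels there are no separate result. KRT18 was at 244 CPM in R6, 224 CPM in R1 and 167 CPM in R8, and supporting cluster R10 had 242.7 CPM. EMX2 was highest in the same clusters, at 539.6 CPM in R1, 374 CPM in R8 and 308 CPM in R6, followed by 299 CPM in the shallow cluster R3.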

First, we found that cells assigned to c1, c4, and c9 were epithelial cell populations based on specific upregulation of *KRT18* and *EMX2*. In c3, c5, and c11, *COL3A1*, *COL1A2*, *POSTN*, and *DCN* were specifically expressed, indicating that these populations are interstitial cells. 

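R4, R5 and R13 were named interstitial from these genes and others. In R5, COL1A2 reached 1864 CPM, DCN 838 CPM, POSTN 308 CPM and COL3A1 281 CPM, the highest level of each over the 23 clusters. DCN was at 525 CPM in R13 and 414 CPM in R4. The shallow cluster R3 had COL1A2 at 1391 CPM and COL3A1 at 243 CPM, above R13 and R4, and stayed unnamed.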

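R9, R10 and R14 were named supporting, with SOX9, DMRT1 and CYP19A1 among the listed genes. R9 had 3 of 6 listed genes raised but none of them among its 10 most raised genes, which CYP17A1 led. In R10, SOX9 was at 137 CPM in male cells (95% exact Poisson interval 126 to 148) and 53.6 CPM in female cells (47.2 to 60.7). The male and female levels of SOX9 were 254 and 55.5 CPM in R14 and 95.1 and 64.7 CPM in R9. DMRT1 followed the same direction, with 303 and 107 CPM in R10, 422 and 121 CPM in R14 and 248 and 108 CPM in R9. CYP19A1 in R9 was at 41.6 CPM in female cells (37.9 to 45.6), and its 133 male cells had 0 UMIs, which allows up to 2.36 CPM. In R14 it was at 17.1 CPM in female cells (13.1 to 21.8) and 0.814 CPM in male cells (0.168 to 2.38). In R10 a difference in CYP19A1 was not detectable at this depth, with 3.20 CPM in female and 1.36 CPM in male cells and overlapping intervals. Male cells of the unnamed cluster R7 had SOX9 at 407 CPM and DMRT1 at 525 CPM. With the clusters of resolution 0.4, the setting that moved it most, SOX9 in the cluster nearest to R14 had a log2 ratio of female over male of -1.24 in place of -2.10.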

We found that *SOX9* and *DMRT1* were expressed in males, and that *CYP19A1* was specifically expressed in females, in cell clusters c2, c6, and c8, respectively, indicating that these clusters contain supporting cells such as precursors of Sertoli cells or granulosa cells. Furthermore, c2 and c8, along with c14 and c19, expressed the cell type-specific markers *CYP17A1* and *STAR*, representing the steroidogenic cell population. 

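CYP17A1 was highest in R9 and in the unnamed cluster R22, and the order of both depended on the library. In female cells it was at 1817 CPM in R22, 1655 CPM in R9, 499.7 CPM in R14 and 192 CPM in R7, and in male cells at 3064 CPM in R9, 1378 CPM in R22, 504 CPM in R7 and 239 CPM in R14. In both libraries together STAR was highest in R22 at 76.0 CPM, followed by R9 at 25.5 CPM and R7 at 5.12 CPM. Both R9 and R14 had been named supporting.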

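In R12, named endothelial with 275 female and 539 male cells, CDH5 was at 369 CPM and SOX18 at 290.3 CPM. The next highest clusters had 8.68 CPM of CDH5 and 13.5 CPM of SOX18. In R16, named erythrocyte with 253 female and 257 male cells, HBAD was at 303039 CPM and HBAA at 107341 CPM. The next highest cluster for both was the shallow cluster R11, with HBAD at 6737 CPM and HBAA at 2353 CPM.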

Cell cluster c10 was an endothelial cell population based on specific expression of *CDH5* and *SOX18*, and cells assigned to c13 could be classified as erythrocytes based on expression of several hemoglobin genes such as *HBAD* and *HBAA*. Cell cluster c15 specifically expressed *CDK1* and *UBE2C*, indicating a mitotically active status; however, very few differentially expressed transcripts were unique to c15, making it difficult to assign these cells to a specific type. 

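CDK1 and UBE2C were raised in several clusters that other genes had named. CDK1 was at 682 CPM in supporting cluster R14, 627 CPM in interstitial cluster R13 and 472 CPM in epithelial cluster R8, with 374 CPM in R11. UBE2C was at 398 CPM in R14, 348 CPM in R13 and 260.5 CPM in R8. No unnamed cluster had a higher level of either gene than these 3 clusters.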

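In R17, named macrophage with 162 female and 170 male cells, CSF1R was at 885 CPM, LY86 at 1102 CPM, SLC40A1 at 1519.7 CPM and HMOX1 at 1649 CPM. The next highest cluster had 4.10 CPM of CSF1R, 10.9 CPM of LY86 and 102 CPM of HMOX1. SLC40A1 was also at 329 CPM in R23.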

Levels of macrophage markers *CSF1R*, *LY86*, *SLC40A1*, and *HMOX1* were higher in c16 than in other clusters. In addition, c18, characterized by *SOX10* and *TAGLN3* overexpression, could be considered to be neuronal and glial cells. 

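SOX10 was at 169.7 CPM and TAGLN3 at 377 CPM in R20, which held 169 female and 94 male cells. No other cluster had more than 1.41 CPM of SOX10 or 24.6 CPM of TAGLN3. CHGA, STMN2 and TH led the genes raised in R20.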

Interestingly, we observed that PGCs, hitherto known as a single-cell type in avian species, could be subdivided into three groups (c7, c12, and c17) based on cell type-specific gene expression patterns. 

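Germ cell markers named 3 clusters. R11, the shallow germ cell cluster, held 351 female and 502 male cells with a median of 784 genes, and it was set beside c7 because neither the c12 nor the c17 list led it. R15, the c12-like cluster, held 236 female and 395 male cells with a median of 5176 genes, and R18, the c17-like cluster, had a median of 5909 genes. At resolution 0.4, the c12-like and c17-like cells fell into 1 cluster of 954 cells. The unnamed shallow cluster R21 held 55 female and 181 male cells.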

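DAZL (ENSTGUG00000003145), DDX4, PIWIL1 (ENSTGUG00000004779) and DND1 were among the 7 genes that named the germ cell clusters. DAZL was at 515 CPM in R11, 567 CPM in R15 and 361 CPM in R18. DDX4 was at 429, 382 and 453 CPM, with 126 CPM in female and 626 CPM in male cells of R11, PIWIL1 at 247, 406 and 364 CPM, and DND1 at 2100.0, 1623 and 1469 CPM in the same order. R21 had 202 CPM of DAZL, 275 CPM of DDX4, 254 CPM of PIWIL1 and 621 CPM of DND1. Of the clusters outside these 4, R2 had the most of each gene, with 30.5 CPM of DAZL, 31.9 CPM of DDX4, 17.3 CPM of PIWIL1 and 119 CPM of DND1.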

We confirmed that these clusters commonly expressed germline-specific genes such as *ENSTGUG00000003145* (*DAZL*), *DDX4*, *ENSTGUG00000004779* (*PIWIL1*), and *DND1*, supporting identification of these three clusters as PGCs (Supplementary Table S2).

We found that among these nine cell types, supporting cells, steroidogenic cells, interstitial cells, and epithelial cells accounted for a relatively high proportion of cells in both sexes (Figure 1G). 

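Epithelial clusters held 28.8% of the female cells (95% exact binomial interval 27.9 to 29.8) and 21.6% of the male cells (20.8 to 22.3). Supporting clusters held 20.8% (19.9 to 21.6) and 8.36% (7.88 to 8.86), and interstitial clusters 15.4% (14.7 to 16.2) and 18.9% (18.2 to 19.6). R9 held 11.5% of the female and 1.07% of the male cells. The unnamed R7, in which SOX9 and DMRT1 were raised, held 0.158% of the female and 10.6% of the male cells. Supporting clusters with R7, a sum formed after the values were seen, held 20.9% and 18.9%, or 9.46% and 17.9% without R9. With each library clustered alone, an alternative chosen after the data were seen, supporting clusters held 14.1% of the male cells, and epithelial clusters 21.04%. Endothelial cells made up 2.90% of the female and 4.32% of the male cells, and each of the other non-germ types less than either. Resolution 1.2 moved the female epithelial share most, to 20.6%, and a minimum of 2000 UMIs the male one, to 29.1%.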

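Clusters R11, R15 and R18 together held 749 of the female cells, a share of 7.91% (95% exact binomial interval 7.37 to 8.47), and 1058 of the male cells, 8.49% (8.00 to 8.99). The intervals overlapped. A minimum of 2000 UMIs moved the female share most, to 6.56%, and resolution 0.4 the male share, to 9.94%.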

The number of PGCs was similar between sexes, accounting for 9.9% of all sequenced gonadal cells in males and 8.3% in females (Figure 1H).

### Transcriptionally Distinct Three Clusters in Zebra Finch PGCs

We further investigated PGC subtypes c7, c12, and c17 to characterize PGC heterogeneity in avian species. 

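Of the female germ cells, 46.9% (95% exact binomial interval 43.2 to 50.5) lay in the shallow cluster, 31.5% (28.2 to 35.0) in the c12-like and 21.6% (18.7 to 24.8) in the c17-like cluster. Of the male germ cells, 47.4% (44.4 to 50.5) lay in the shallow cluster, 37.3% (34.4 to 40.3) in the c12-like and 15.2% (13.1 to 17.5) in the c17-like cluster. The female and male intervals of the c17-like share did not overlap, those of the other shares did, and no replicate tells whether pools of 1 sex differ as much. With each library clustered alone the c12-like intervals did not overlap either, at 26.4 to 32.9 in the female and 33.4 to 39.2 in the male library. A minimum of 2000 UMIs moved these shares most, to 12.9% of the female and 14.2% of the male germ cells in the shallow cluster, and the c17-like intervals then overlapped, at 34.6 to 43.4 in the female and 28.2 to 35.1 in the male library.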

Of the cells that were assigned to the PGC clusters, 54.03, 32.87, and 13.10% of male and 53.11, 30.14 and 16.75% of female cells fell into cluster c7, c12, and c17, respectively (Figure 2A), indicating that male and female subjects did not differ in terms of the proportion of each PGC sub-cluster. 

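UMIs of germ cells were summed per library and cluster into 6 sums of 592928 to 7384650 UMIs, and each cluster was compared with the mean of the other germ cell clusters over 11427 genes. At an adjusted p of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1532 genes were higher and 1402 lower in the shallow cluster, 1671 higher and 1010 lower in the c12-like cluster, and 2756 higher and 2377 lower in the c17-like cluster. The scaling moved these splits. Without TMM the median log2 change of all genes shifted by -0.31 in the shallow cluster and by 0.37 in the c17-like cluster, and the splits were 772 higher and 2919 lower, 1423 and 1182, and 4788 and 1282. With DESeq2 they were 1590 higher and 923 lower, 1015 and 926, and 2026 and 2132. Sums of 1 library come from the same pool of embryos, and with the library as a replicate block 2044, 2655 and 3470 genes were higher. Among the alternatives not chosen from the data, thinning every cell to 500 UMIs moved the numbers most, to 437, 91 and 392 of 4043 genes. Of those chosen after the data were seen, counting R21 with the shallow cluster left 371 genes higher in it and a natural log change above 0.25 left 213.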

A comparative expression analysis revealed that 84, 148, and 1,108 genes exhibited subtype-specific expression patterns in c7, c12, and c17, respectively, at a 5% significance level after adjustment for multiple testing (Figure 2C). These genes showing specific expression were upregulated in the particular subtype compared to levels in other subtypes (Figure 2B; Supplementary Table S3).

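All 84, 148 and 1108 genes that Table S3 lists for c7, c12 and c17 were tested. In the matching cluster, 82, 148 and 1107 of them had a higher level than in the other germ cells, against 46.1%, 55.9% and 53.7% of all tested genes. An adjusted p of at most 0.05 was reached by 74, 141 and 973 of them in that direction, and by 1 gene of the c7 list in the other. The lists came from the same libraries, so this overlap is no independent evidence. Of genes that the study's text does not name, CENPH (log2 fold change 2.30, standard error 0.263, adjusted p = 0.000785) and DCK (2.16) rose most in the shallow cluster among those with a symbol. ANXA6 followed with 2.02, and free RNA was not excluded as its source. ENSTGUG00000025137 rose most in the c12-like cluster, with a log2 fold change of 3.42 (standard error 0.234, adjusted p = 0.000262), and ENSTGUG00000019222 in the c17-like cluster, with 3.89 (standard error 0.3997, adjusted p = 0.000167). CENPF had 2.06 in the c12-like cluster, and MPZL2 and B4GALNT3 had 3.34 and 3.27 in the c17-like cluster. Each of these genes was higher than in both other clusters in both libraries.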

**FIGURE 2:**
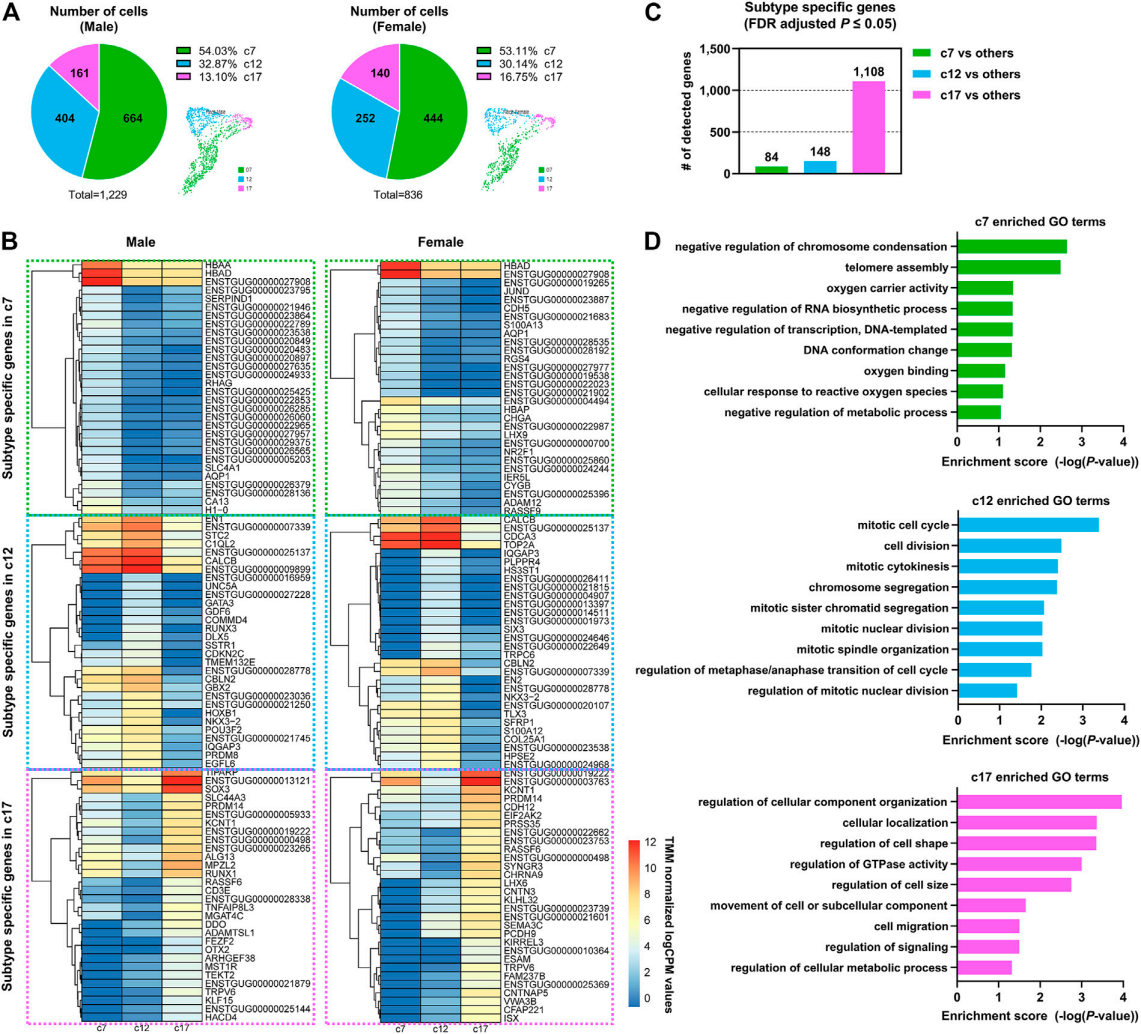
Dynamic gene expression patterns in PGC subpopulations at a single developmental stage. **(A)** The number and portion of PGCs allocated to each subpopulation in both sexes. **(B)** Heatmap of differentially expressed genes (DEGs) between three distinct PGC clusters in both sexes. **(C)** Number of DEGs in one cluster compared to all other clusters. **(D)** Representative Gene Ontology (GO) terms for PGC subpopulation-specific genes.

### Biological Characteristics of Three Subtypes of PGCs Showing Heterogeneity

We performed a functional enrichment analysis of the PGC subtype-specific genes (Figure 2D; Supplementary Table S4) and found that each PGC subpopulation had distinct biological characteristics. Genes related to the GO terms “negative regulation of metabolic process” (e.g., *H3F3A*, *H3F3B*, *NR0B1*, and *BASP1*) and “cellular response to reactive oxygen species” (e.g., *FOS*, *JUN*, *HBAA*, and *HBAD*) were highly expressed in the c7 PGC subtype. In addition, genes involved in *DDIT4*-mediated autophagy were expressed specifically in c7, including the highly expressed *DDIT4* gene, which induce autophagy by blocking mTOR signaling pathways, and *EEF2K* and *AKT1*, expressed at low levels, which are positive regulators of mTOR (Supplementary Tables S3, S4). These features suggest that c7 PGCs undergo cell death, and some apoptotic cells in the gonads were detected by TUNEL assay (Supplementary Figure S4). 

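In the shallow cluster against the other germ cells, the log2 fold change was 0.81 for H3F3A (standard error 0.146, adjusted p = 0.00535), 0.80 for H3F3B (0.103, adjusted p = 0.00128), 1.03 for NR0B1 (0.224, adjusted p = 0.0118) and 1.58 for BASP1 (0.129, adjusted p = 0.000407), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. BASP1 was as high in the c12-like cluster, at 273 CPM in the female and 218 CPM in the male library beside 243 and 230.4 CPM in the shallow cluster. JUN changed by 0.97 (standard error 0.125, adjusted p = 0.00121). FOS changed by 1.39 (standard error 0.370, adjusted p = 0.0258), but the male library decides this value, since FOS was at 97.0 CPM in its shallow and 39.8 CPM in its c12-like cluster and at 30.4 and 46.9 CPM in the female library. HBAA changed by 3.75 (standard error 0.504, adjusted p = 0.00148) and HBAD by 4.27 (standard error 0.543, adjusted p = 0.00117). HBAD was at 2636 CPM in the female and 9417 CPM in the male shallow cluster. Free RNA carried HBAD and HBAA at 33069.9 CPM together in the female and 23417.3 CPM in the male library. From the hemoglobin UMIs, free RNA can make up at most 10.5% of the female and 54.5% of the male UMIs of the shallow cluster, and the male share of 54.5% would take more than all UMIs of 2912 of 12780 genes. Genes with at least 100 UMIs in the free RNA profile limit the male share to 19.5% within counting error. That share would still take more than all UMIs of 520 of the 12780 genes. With 10.5% and 19.5% subtracted, a step chosen after the data were seen, the log2 fold change was 0.26 for JUN and -0.26 for NR0B1, neither of which passed the threshold, and 0.74 for H3F3A, 0.77 for H3F3B and 1.57 for BASP1, all of which did. FOS could not be read from this step, since 10.5% of its 341 CPM in female free RNA exceeds its 30.4 CPM in the female shallow cluster.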

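DDIT4 had a log2 fold change of 0.80 in the shallow cluster (standard error 0.195, adjusted p = 0.0186, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 65.8 CPM in the female and 92.6 CPM in the male library. With free RNA subtracted within the limit that gene levels set, a step chosen after the data were seen, the change was -0.58 and did not pass the threshold. EEF2K was at 6.75 and 4.41 CPM in the shallow cluster, with a log2 fold change of -0.76 (standard error 0.535, adjusted p = 0.329). AKT1 was at 72.5 CPM in the female and 51.8 CPM in the male library, with -0.53 (standard error 0.178, adjusted p = 0.0566). With the library as a replicate block the adjusted p of AKT1 was 0.0113, and over all the alternatives it lay between 0.00767 and 0.347.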

Mitotic cell cycle-related genes (*NDC80*, *CTBP1*, *PDS5A*, *TOP2A*, *XPO1*, and *KIF20A*) were upregulated in the c12 PGC subtype. 

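In the c12-like cluster against the other germ cells, the log2 fold change was 1.19 for NDC80 (standard error 0.112, adjusted p = 0.000704), 0.83 for CTBP1 (0.146, adjusted p = 0.00591), 0.96 for PDS5A (0.145, adjusted p = 0.00344), 2.07 for TOP2A (0.165, adjusted p = 0.000367), 1.08 for XPO1 (0.110, adjusted p = 0.000925) and 1.84 for KIF20A (0.139, adjusted p = 0.000304), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TOP2A was at 433 CPM in the female and 345 CPM in the male c12-like cluster, 277 and 255 CPM in the shallow cluster and 26.8 and 43.1 CPM in the c17-like cluster. It was also higher in the shallow cluster than in the other germ cells, with a log2 fold change of 1.496. With cells thinned to 500 UMIs, CTBP1, PDS5A and XPO1 kept their direction and no longer passed the threshold.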

The proliferation marker genes *ENSTGUG00000007339* (*BUB1*), *ENSTGUG00000021193* (*MKI67*) and *PLK1* were also more highly expressed in c12 than in other PGC subtypes (Supplementary Tables S3, S4), suggesting that it is a dominant proliferative PGC subtype showing mitotic cell cycle changes. 

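In the c12-like cluster, BUB1 (ENSTGUG00000007339) had a log2 fold change of 2.47 (standard error 0.249, adjusted p = 0.000902, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), MKI67 (ENSTGUG00000021193) 1.71 (0.104, adjusted p = 0.000156) and PLK1 2.22 (0.192, adjusted p = 0.000498). MKI67 was at 498 and 502 CPM in the female and male c12-like cluster, 186 and 199.5 CPM in the shallow cluster and 117 and 145 CPM in the c17-like cluster. PLK1 was at 153 and 158 CPM in the c12-like, 123 and 129 CPM in the shallow and 5.79 and 13.2 CPM in the c17-like cluster.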

Interestingly, we found that c17 was enriched in many significant GO terms, including GO terms related to the location and composition of the cell, such as “regulation of cellular component organization,” “cellular localization,” “regulation of GTPase activity,” and “cell migration” (Figure 2D; Supplementary Table S4); this indicates that this PGC subtype undergoes diverse biological changes. The detection of enriched mitotic genes in cluster 12 and the various GO terms detected in cluster 17 can be interpreted as distinct PGC populations or as different stages in the life of same population PGCs. The differences in biological pathways revealed by the functional enrichment analysis further demonstrate the heterogeneity of PGCs, which have hitherto been considered to perform the same biological functions.

We wondered whether representative germness- and pluripotency-related genes exhibit specific expression patterns in the newly identified PGC subtypes (Figure 3A). 

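In the c17-like cluster against the other germ cells, the log2 fold change was 2.97 for NANOG (ENSTGUG00000013121, standard error 0.115, adjusted p = 7.84e-06), 2.81 for SOX3 (0.120, adjusted p = 9.04e-06), 3.73 for PRDM14 (0.245, adjusted p = 3.02e-05) and 2.08 for TFAP2C (0.268, adjusted p = 0.000503), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. NANOG was at 871 CPM in the female and 904 CPM in the male c17-like cluster, 29.5 and 34.8 CPM in the c12-like cluster and 272 and 211 CPM in the shallow cluster. SOX3 was at 518 and 631 CPM in the c17-like, 37.7 and 35.9 CPM in the c12-like and 123 and 98.1 CPM in the shallow cluster.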

Among well-established pluripotency-related genes in avian species, we found that *ENSTGUG00000013121* (*NANOG*, *P*_adj_: 8.6e-179), *SOX3* (*P*_adj_: 4.06e-173), *PRDM14* (*P*_adj_: 3.83e-160), and *TFAP2C* (Padj: 6.96e-96) were upregulated specifically in c17 (Figure 3B). 

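For the germness-related genes, the log2 fold change in the c12-like cluster against the other germ cells was 0.46 for DAZL (standard error 0.0963, adjusted p = 0.0113), 0.79 for BOLL (0.131, adjusted p = 0.00479), 0.40 for ELAVL4 (0.0923, adjusted p = 0.0171) and 0.49 for PIWIL1 (0.122, adjusted p = 0.0225), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With cells thinned to 500 UMIs, all 4 genes kept their direction and none passed the threshold. With free RNA subtracted within the limit that gene levels set, a step chosen after the data were seen, DAZL, BOLL and ELAVL4 passed it and PIWIL1 did not. Each was higher in the c12-like cluster than in the shallow and the c17-like cluster in both libraries.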

In the c12 PGC subtype, we observed upregulation of representative germ cell-related genes such as *ENSTGUG00000003145* (*DAZL*, *P*_adj_: 6.79e-47), *BOLL* (*P*_adj_: 1.73e-136), *ELAVL4* (*P*_adj_: 5.43e-07), and *ENSTGUG00000004779* (*PIWIL1*, *P*_adj_: 5.41e-73) (Figure 3C). 

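DAZL was at 608 CPM in the female and 541 CPM in the male c12-like cluster and at 359 and 362 CPM in the c17-like cluster. BOLL was at 167 and 149 CPM in the c12-like and 100.02 and 87.6 CPM in the c17-like cluster, ELAVL4 at 869 and 839.99 CPM and at 658 and 571 CPM, and PIWIL1 at 381 and 422 CPM and at 359 and 368 CPM.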

Although the expression levels of these germness-related genes were highest in c12, relatively high expression levels were also observed in c17. However, in c7, significantly lower levels of such germness- or pluripotency-related genes were observed compared with other subsets, suggesting that the PGC subpopulations have clearly distinct roles in zebra finch development. As a result of additionally performing trajectory analysis for three PGC subtypes, pseudotime was estimated in the order of c7, c17, and c12 (Supplementary Figure S5).

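In the shallow cluster against the other germ cells, 4 of these 8 genes had a log2 fold change below 0, of which 1 had an unadjusted p under 0.05 and 0 passed the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as by DESeq2. NANOG was higher with 0.81 (standard error 0.126, adjusted p = 0.00269), DAZL with 0.50 (0.0996, adjusted p = 0.00769) and ELAVL4 with 0.34 (0.0947, adjusted p = 0.0305). As a log2 ratio of CPM, which has no TMM scaling, ELAVL4 was at -0.042 in the female and 0.10 in the male library. These higher calls did not hold throughout. With R21 counted 0 of the 8 genes passed as higher, with cells thinned to 500 UMIs 0 of the 6 still tested did, and without TMM 1 did. Without TMM, PRDM14 (-1.38) and PIWIL1 (-0.66) passed the threshold as lower, and with the library as a block PIWIL1 did. With a minimum of 2000 UMIs the cells were clustered anew, so that the shallow cluster was redrawn. It then held 64 female and 105 male cells, while the c17-like cluster grew from 162 to 194 female and from 161 to 234 male cells. In this shallow cluster all 4 pluripotency-related genes passed the threshold as lower, PRDM14 and TFAP2C with 0 UMIs, and DAZL and ELAVL4 as higher, and how much of this the redrawing brought was not tested. The share of cells with at least 1 UMI gave another order. DAZL had a UMI in 49.0% of the female and 46.2% of the male shallow cells, 99.6% and 99.0% of the c12-like cells and 0.727% and 3.15% of endothelial cells. The median depth was 1123 and 1218 UMIs in the shallow, 19856 and 17437 UMIs in the c12-like and 9421 and 8838 UMIs in the endothelial cells. With every cell thinned to 500 UMIs, DAZL had a UMI in 23.6% and 17.5% of the shallow, 28.4% and 23.8% of the c12-like, 14.2% and 17.4% of the c17-like and 0.364% and 0.371% of the endothelial cells. Unthinned, the interval of the shallow cluster lay below both other clusters in 8 of 8 pairs of a germness-related gene and a library, and after thinning in 0 of 8. After thinning the shallow share itself was below both others in 3 of 8 pairs and below the c12-like share in 8 of 8, with the interval below that of the c12-like cluster in 3 of 8. From lower levels in c7, high germness in c12 and high pluripotency in c17, the paper proposes that the subpopulations have distinct roles in development.

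**Figure D1:**
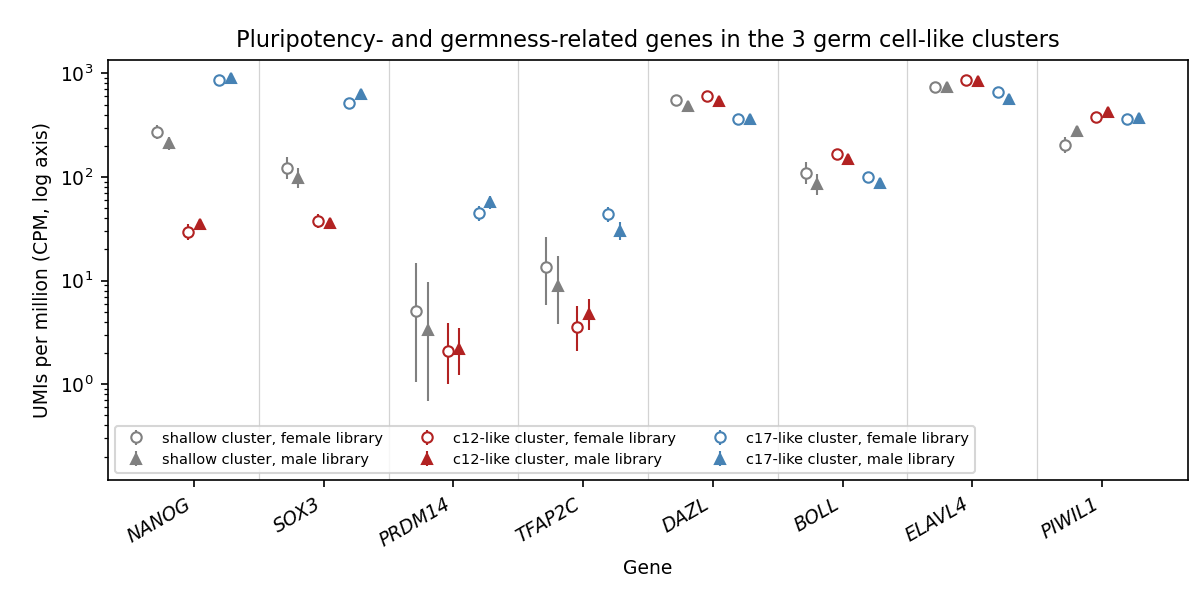
Level of 4 pluripotency-related and 4 germness-related genes (CPM, log axis) in the shallow, c12-like and c17-like germ cell clusters of the female and the male library, with 95% exact Poisson intervals. NANOG runs from 29.5 CPM in the female c12-like to 904 CPM in the male c17-like cluster.

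**Figure D2:**
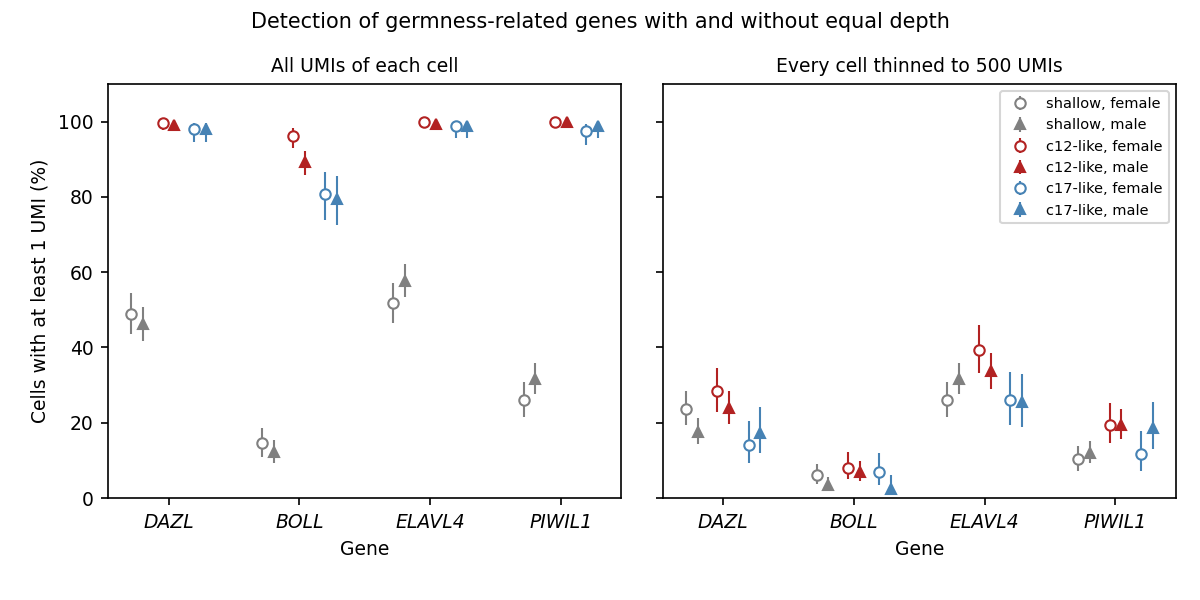
Share of cells with at least 1 UMI of each of the 4 germness-related genes (%) in the same clusters and libraries, from all UMIs and with each cell thinned to 500 UMIs, with 95% exact binomial intervals. DAZL falls from 99.6% to 28.4% in the female c12-like cells and from 49.0% to 23.6% in the female shallow cells.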

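Diffusion pseudotime of scanpy, run on the germ cells alone, stood in for Monocle3, whose trajectory the paper drew over whole gonadal cells. The root was set in the shallow cluster, so only the order of the other clusters could be read. The median was 0.423 in the c12-like and 0.608 in the c17-like cells of the female library, and 0.438 and 0.574 in those of the male library. The difference of c12-like minus c17-like was -0.185 in the female and -0.136 in the male library. It stayed below 0 under every other setting with the same root and came nearest to 0 when R21 was counted with the shallow cluster, at -0.050 and -0.0156. Free RNA and depth enter such scores. Depth differs between the shallow cluster and the others, and the share of free RNA is known only as an upper limit. With every cell thinned to 500 UMIs, the difference of c12-like minus c17-like was -0.221 in the female and -0.202 in the male library.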

**FIGURE 3:**
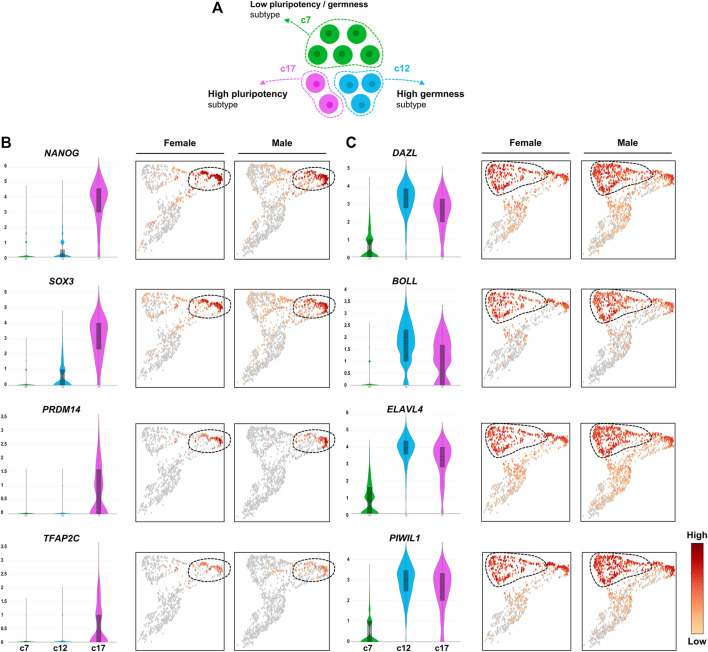
Heterogeneous expression of PGC marker genes. **(A)** Illustration of heterogeneous features among PGC subpopulations. **(B)** UMAPs showing high expression of early PGC marker genes (pluripotency markers) in cluster 17. **(C)** UMAPs showing high expression of late PGC marker genes (germness markers) in cluster 12. The number of the *Y*-axis mean log values.

### Novel Markers to Capture PGCs From the Gonads of Zebra Finch

For chicken or quail, which are representative model species of birds, there are commercially available antibodies such as DAZL and SSEA-1 (Stage-Specific Embryonic Antigen-1) that distinguish PGCs from gonads; however, few antibodies are optimized for zebra finch PGCs, and commercialized antibodies are lacking (Jung et al., 2005; Huss et al., 2019; Ioannidis et al., 2021). Accordingly, it is necessary to discover a marker that is expressed specifically in PGCs. Based on genes expressed specifically in only c7, c12, and c17, we identified PGC-specific genes (Supplementary Figure S6) and selected those that were commonly and highly expressed in PGCs as novel markers (Supplementary Table S5). 

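The level of each marker in the germ cells together was set against the cell type or unnamed cluster with the highest level outside them. R21, a shallow cluster with all 7 germ cell markers raised, was counted neither with the germ cells nor outside them. For SMC1B, RNF17, RBM46 and HORMAD1 the log2 ratio was 4.83, 4.70, 4.42 and 4.93 in the female and 3.37, 3.56, 3.43 and 3.88 in the male library, computed with 5 CPM added to both levels. The highest level outside the germ cells lay in R2 for all 4 genes in the male library and in R3 for SMC1B, RNF17 and RBM46 in the female library. With a minimum of 2000 UMIs, which moved these ratios most of the settings not chosen from the data, SMC1B rose to 5.38 in the male library. Set against R21, a comparison chosen after the data were seen, the ratios in the same order were -0.89, -0.073, 0.78 and 0.13 in the female and -0.086, 0.86, 1.17 and -0.080 in the male library, and of the 4 genes only RBM46 was higher than in R21 in both libraries. With 55 female and 181 male cells in R21, the values of -0.073, 0.13, -0.086 and -0.080 are too small to be read as a difference. R21 may itself hold germ cells, so a ratio to it cannot decide whether a marker is specific to them. At resolution 0.4 the shallow germ cell cluster held 406 female and 684 male cells, beside 406 and 683 with R21 counted in.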

We demonstrated that four novel markers, *SMC1B*, *RNF17*, *RBM46*, and *HORMAD1*, as well as representative markers commonly used to identify PGCs from gonads in avian species, such as *DAZL*, *DDX4*, *DND1*, and *PIWIL1*, can be applied to zebra finch (Figure 4A). 

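In germ cells of the female and the male library, RNF17 was at 1042 and 1063 CPM, HORMAD1 at 773 and 644 CPM, SMC1B at 569 and 494 CPM and RBM46 at 498 and 451 CPM. SMC1B had a UMI in 37.6% and 38.0% of the shallow, 98.7% and 99.2% of the c12-like and 100% of the c17-like cells of both libraries, beside 0% of the 275 female and 4.08% of the male endothelial cells. At 500 UMIs per cell these shares were 17.9% and 18.7%, 19.9% and 20.3%, 32.7% and 22.98%, and 0% and 0.557%. RNF17 had a UMI in 54.1% and 54.8% of the shallow cells and in 3.27% and 7.05% of the endothelial cells. With R21 left out, the log2 ratio to the highest level outside the germ cells was 4.78 and 3.30 for DAZL, 4.35 and 3.25 for DDX4, 4.66 and 3.21 for DND1 and 4.45 and 3.89 for PIWIL1, genes that had named the clusters. Set against R21 it was 0.72 and 1.48, 0.18 and 0.90, 1.08 and 1.48, and 0.32 and 0.68.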

Among the four novel markers, we verified experimentally that *RNF17* and *SMC1B* were expressed specifically in PGCs by performing germ cell specificity analysis of PGCs and gonadal stromal cells (GSCs). *RBM46* and *HORMAD1* were detected in both cell types and were not specific for PGCs (Figures 4B,C). Of the two markers verified by RT-PCR, *RNF17* was expressed not only in whole cells in reproductive tissues, but also in other tissues, whereas *SMC1B* was expressed specifically in reproductive tissues (Figure 4D). We confirmed experimentally that *SMC1B* expression in embryonic gonads of both sexes is maintained throughout development (Figure 4E and Supplementary Figure S7). Finally, we confirmed localization of the newly identified PGC marker *SMC1B* to germline cells by immunohistochemistry (Figure 4F) and *in situ* hybridization (Figure 4G) in HH stage 28 embryonic gonads. These results indicate that *SMC1B* gene, whose expression and function has not been elucidated in PGCs, may be a novel marker for identification of gonadal PGCs in zebra finch.

**FIGURE 4:**
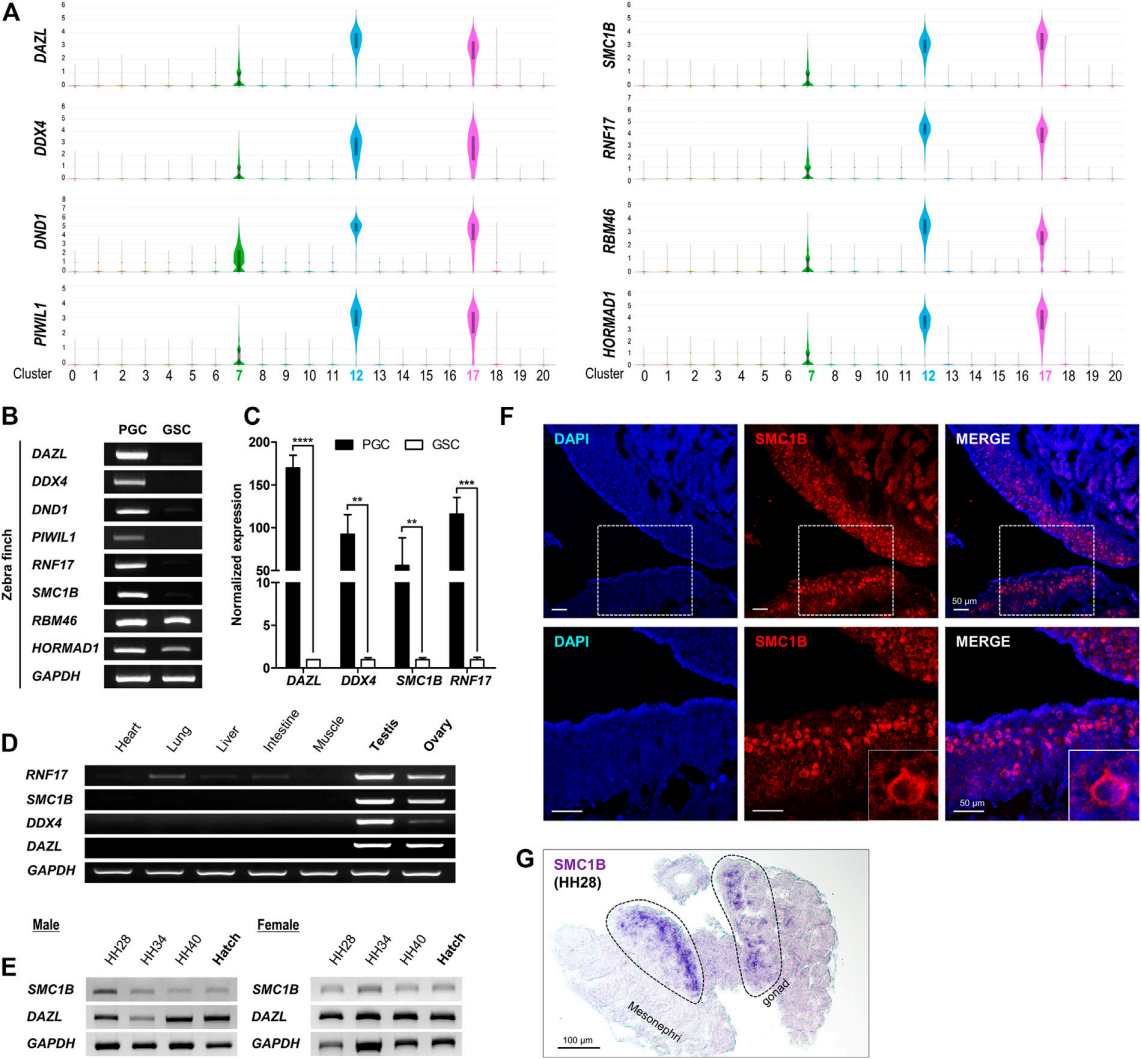
Identification of novel marker genes for zebra finch gonadal PGCs. **(A)** Selected genes from the top 20 DEGs in each PGC cluster. The number of the *Y*-axis mean log values. **(B)** RT-PCR analysis of selected genes in PGCs and GSCs. **(C)** Quantitative RT-PCR analysis of selected genes. Significant differences are shown (Student’s t-test; ****p < 0.0001; ***p < 0.0005; **p < 0.005). **(D)** Tissue-specific expression of selected genes. **(E)** Expression of selected genes according to developmental stage. **(F)** Localization of SMC1B to gonadal cells was analyzed by immunohistochemistry using anti-SMC1B antibodies in zebra finch embryonic gonads at HH stage 28. The dotted boxes in the upper panels are enlarged and shown in the lower panels. **(G)** *In situ* hybridization of *SMC1B* in zebra finch embryonic gonads at HH stage 28.

## Discussion

PGCs are the only cells that transmit genetic information to the next generation through gametogenesis; therefore, they are a focus of extensive basic and applied research. However, relatively little is known about the characteristics of PGCs, including their heterogeneity, in avian species compared with those in mammals and other species. Zebra finch is a vocal learning species within the clade Neoaves and has a fully sequenced genome; thus, it is used increasingly for neurobiological research. Accordingly, interest in zebra finch PGCs is increasing (Warren et al., 2010; Mello, 2014; Jung et al., 2019; Gessara et al., 2021). Here, we used an scRNA-seq approach to characterize zebra finch PGCs. We successfully identified three distinct PGC subpopulations at a single developmental stage, and detected a novel marker for zebra finch gonadal PGCs.

We obtained gene expression signatures for nine types of zebra finch gonadal cells (including PGCs and gonadal somatic cells) (Figures 1E,F). Some of the clusters identified as supporting cells, which are progenitor cells of Sertoli cells or granulosa cells, were shared with clusters assigned to steroidogenic cells, indicating that some of the progenitors of Leydig and theca cells are derived from a subset of supporting cells. Similarly, it has been reported that the steroidogenic lineage can be derived from supporting cells in chicken embryonic gonads based on the observation that some supporting cell marker (AMH)-positive cells simultaneously express the steroidogenic cell marker CYP17A1 (Estermann et al., 2020).

We found relatively high proportions of epithelial cells, interstitial cells, steroidogenic cells, and supporting cells, which contribute to regulating development by interacting with germ cells in the gonads. In particular, males had the highest frequency of supporting cells that differentiate into testicular Sertoli cells, and females had the highest frequency of epithelial cells that differentiate into ovarian cortex cells, indicating that the occupancy and importance of each cell type in the embryonic gonads has continuity in the development process (Estermann et al., 2020). 

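The male cells of R9, R10 and R14, the supporting clusters, numbered 1043 and the female cells 1966. R9, which CYP17A1 led and which had no listed supporting gene among its 10 most raised genes, gave 1085 of the female cells. Without R9, a count formed after the values were seen, there were 910 male and 881 female cells, 7.30% and 9.30% of each library. The unnamed cluster R7, in which SOX9 and DMRT1 were raised, held 10.6% of the male and 0.158% of the female cells. Counted with the supporting clusters, a sum formed after the values were seen, it gave 18.9% of the male and 20.9% of the female cells, and 17.9% and 9.46% without R9.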

Gonadal cell lineage specification during embryonic development may differ among vertebrates. Chicken supporting cells are derived from the mesenchyme population, unlike in mice (where supporting cells are derived from the coelomic epithelium) (Karl and Capel, 1998), and express *OSR1*, *WNT4*, *DMRT1*, and *PAX2* as representative marker genes. According to the differentiation of germ cells, levels of *OSR1* and *WNT4* increase, and those of *DMRT1* decrease, in female supporting cells, whereas levels of *OSR1* and *WNT4* decrease and *DMRT1* expression increases in male supporting cells, suggesting that supporting cells are involved in sex determination in chickens (Estermann et al., 2020). 

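In R10, the supporting cluster with nearly equal numbers of cells from each library, OSR1 was at 232 CPM in female cells (95% exact Poisson interval 218 to 246) and 129 CPM in male cells (119 to 141). WNT4 was at 311 CPM (295 to 327) and 151 CPM (140.2 to 163), and PAX2 at 170.3 and 166 CPM with overlapping intervals. OSR1 and WNT4 were higher in female cells in R14 and R9 as well, with OSR1 at 146 and 63.8 CPM in R14 and at 127 and 35.4 CPM in R9, and WNT4 at 150.5 and 64.9 CPM and at 88.6 and 31.4 CPM.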

We speculate that the general underlying mechanism is similar to that in chickens because the gene expression patterns were similar (Supplementary Figure S8). This observation could be verified by analyzing germline cells in zebra finch at different developmental stages.

We demonstrated that cells annotated as PGCs based on expression of known germ cell markers can be clearly classified into three independent subtypes (Figure 3). Although c7 cells accounted for the largest fraction of PGCs, they were characterized by the fewest subtype-specific genes among the PGC subpopulations (Figures 2A,C). In the c7 PGC subtype, hemoglobin genes, *FOS*, and *JUN*, which are related to oxygen activity or reactive oxygen species (ROS), were specifically and highly upregulated. In several organisms, the modulation of ROS activity is crucial for maintaining cell fates in developmental contexts, and excessive oxygen free radicals can be associated with germ cell defects or death. Exogenously supplied oxygen free radicals induce testicular germ cell apoptosis in rats (Ikeda et al., 1999), increased ROS levels lead to PGC migration defects in fruit flies (Syal et al., 2020), and monkey ovarian germ cells exhibit an apoptotic fate due to oxidative stress following aging (Wang et al., 2020). In germ cells, autophagy can be induced by factors such as oxidative stress, hypoxia, nutrient depletion, and damaged organelles (Yadav et al., 2018). Among these, genes involved in *DDIT4*-induced autophagy via inhibition of mTOR and regulation of cellular stress responses were detected specifically in c7 PGCs. In our analysis, expression levels of *DDIT4* and *BECN1*, which induce autophagy, were high, and expression levels of *EEF2L* and *AKT1*, downstream of mTOR, were relatively low in c7 PGCs, suggesting cellular regulation by autophagy in this cell subset. The significantly enriched GO terms, such as “oxygen carrier activity” and “cellular response to reactive oxygen species,” for genes expressed specifically in c7 PGCs supports this claim. Furthermore, we found that the c7 PGC subtype with these general characteristics account for a large proportion (i.e., >50%) of the total PGCs. In early development, mouse germ cells are divided into “deciduous” germ cells, which are eliminated by apoptosis, and “actual” germ cells, which contribute to reproduction (Ueno et al., 2009). The presence of deciduous cells may be explained by the requirement for the germ cell–Sertoli cell interaction for Sertoli cell maturation and spermatogenesis (Weinbauer and Wessels, 1999; Ueno et al., 2009). We suspect that c7 PGCs play a similar role in zebra finch, assuming some similarity with the mechanisms underlying mouse germ cell activity.

The c12 PGC subpopulation, representing about 30% of the total PGCs, was characterized by a number of mitotic cell cycle-related genes and by relatively high expression levels of proliferation markers such as *ENSTGUG00000007339* (*BUB1*), *ENSTGUG00000021193* (*MKI67*), *PLK1*, and *E2F1*. In PGCs of several organisms, selection can also occur by proliferative heterogeneity rather than elimination. For example, two types of PGC founder cells, Z2 and Z3, in *C. elegans* exhibit proliferative asymmetry in response to nutritional cues (Fukuyama et al., 2006). In mice, PGC proliferation and mitosis are determined by the niche through which they migrate (Cantú et al., 2016). More proliferating germ cells can increase proportional expression within the gonads with successful division, leading to competition for niches or access to signaling factors that contribute to the differentiation program essential for germ cell development (Ueno et al., 2009; Nguyen et al., 2019). Thus, we suspect that the c12 PGC subtype with high proliferative ability could have a competitive advantage in changing developmental environments.

While expression levels of germness-related genes such as *ENSTGUG00000003145* (*DAZL*), *BOLL*, *ELAVL4*, and *ENSTGUG00000004779* (*PIWIL1*) were upregulated specifically in c12, we found that pluripotent genes such as *ENSTGUG00000013121* (*NANOG*), *SOX3*, *PRDM14*, and *TFAP2C* were detected selectively in c17 (Figure 3). In mice, PGCs that arrive first form a larger population than those of cells that arrive later, and this asynchronous migration affects proliferation and clonal expansion (Molyneaux et al., 2001; Cantú et al., 2016; Nguyen et al., 2019). Similarly, among subtypes of zebra finch PGCs, c12 PGCs, characterized by higher levels of proliferation and germness-related genes than those of other subtypes, are presumed to arrive first, and c17 PGCs, which specifically express genes related to migration and pluripotency, are presumed to be late-arriving in the gonads. The difference in arrival should be clarified in further studies.

Levels of pluripotency-related genes, including *ENSTGUG00000013121* (*NANOG*), were higher in c17 PGCs than in other PGC subtypes. Pluripotency-related genes control the transcription of germness-related genes in PGCs. In particular, *NANOG* is a key transcription factor required for formation of PGCs and the maintenance of early germ cells. *NANOG* regulates PGC-specific epigenetic programming and global histone methylation in mice (Leatherman and Jongens, 2003; Chambers et al., 2007; Choi et al., 2018). Avian PGCs follow a preformation mode that is formed autonomously by maternally-inherited germ plasm, unlike mouse PGCs that are induced by signals received from surrounding tissues during development (Murakami et al., 2016; Jung et al., 2018). However, the unique expression of the pluripotency-related genes in c17 PGCs suggests that epigenetic events influence avian PGCs during embryonic development. Additionally, we found several genes related to cellular localization, morphology, and signaling pathways in c17 PGCs. The location and morphological characteristics of c17 PGCs are presumed to reflect differences in migration, and the differential expression of many genes involved in signaling pathways identified in c17 PGCs suggests that signaling mechanisms differ among PGC subpopulations (Supplementary Table S3). Even synthesizing all available evidence to date, it has not been possible to define c17 PGCs as a specific functional group. We expect our results regarding the heterogeneity of these PGCs to contribute to detailed analyses of c17 PGC-specific functions.

Finally, we identified *SMC1B* as a novel marker for zebra finch PGCs in embryonic gonads by screening for a common PGC-specific gene in the three subpopulations (Figure 4). *SMC1B*, one of the components of the meiotic cohesin complex, is a meiotic germ cell marker. It has gonad specificity and is highly conserved across a variety of species (Nicholls et al., 2019). *SMC1B* is required for meiotic chromosome dynamics, sister chromatid cohesion, and DNA recombination; indeed, *SMC1B*-deficient spermatocytes showing abnormalities in chromosome structure also show high rates of apoptosis during pachytene in mice (Revenkova et al., 2004; Nicholls et al., 2019; Zhao et al., 2020; Ge et al., 2021). The role of *SMC1B* is not limited to germ cells; it is also involved in the DNA damage response by interactions with mitotic cohesin in somatic cells in mice (Mannini et al., 2015). The exact role of *SMC1B* in undifferentiated PGCs is unknown; however, based on our findings, it is expected to be revealed in the near future.

Studies of the heterogeneity of avian PGCs and cellular level selective events are still at an early stage, and analyses of other avian species are needed. To the best of our knowledge, this study is the first to report scRNA-seq analysis of zebra finch; therefore, it has many practical limitations. First, it was difficult to access each independent PGC subpopulation experimentally owing to a lack of sufficient experimental materials such as antibodies (compared with those available for other laboratory animals). As an alternative, multiplex *in situ* hybridization was attempted, but there were still practical difficulties in finding specific probe sequences that can distinguish them and establishing multiple *in situ* hybridization conditions in zebra finches. Nevertheless, our results contribute to germ cell research by providing the first evidence for heterogeneity in avian PGCs. We believe that the current methodological limitations can be overcome by gene-editing technology and marker development. Second, the effects of sexual differences could not be investigated in a statistical framework owing to the absence of biological replicates. Most scRNA-seq experiments do not yet consider multiple biological replicates owing to their high cost (Haque et al., 2017; Natarajan et al., 2019; Zhang et al., 2019); however, as prices decrease, more precise statistical approaches, such as the current bulk RNA-seq technology, will be possible. However, our study addresses the lack of research on cell-specific expression patterns in zebra finch. The results provide a basis for further, more detailed analyses of avian PGCs.

The results of our scRNA-seq analysis provide a deeper understanding of avian PGCs by revealing for the first time the heterogeneity and intrinsic changes of gonadal PGCs, which have hitherto been considered a single population in birds. We believe that the single-cell level profiling results will be useful for future investigations of selection on variation in avian germ cells during embryonic development.

## Data Availability

The scRNA-seq data generated here are available in the Gene Expression Omnibus database under accession code GSE177478.

# Supplementary material for: Single-Cell RNA Sequencing Revealed the Heterogeneity of Gonadal Primordial Germ Cells in Zebra Finch (Taeniopygia guttata)
**Source:** Front Cell Dev Biol. 2021 Dec 9;9:791335. doi: 10.3389/fcell.2021.791335
**Supplement:** Supplementary file 3

## Supplementary Material

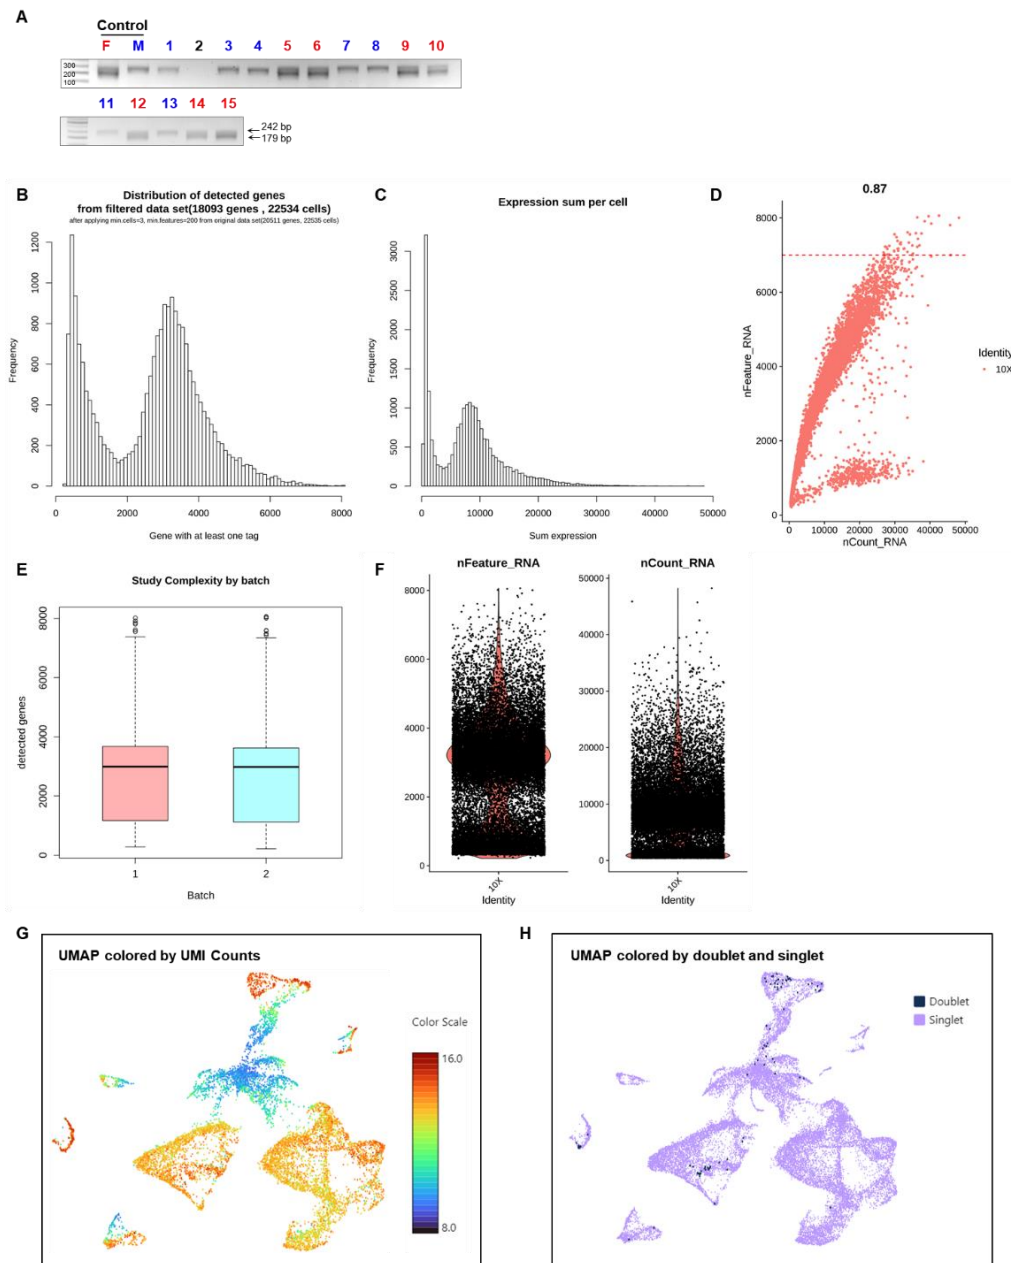

### Supplementary Figure 1. Single-cell RNA sequencing data pre-processing and quality check.

(A) PCR-based sex identification of zebra finch embryos. Genomic DNA was extracted from embryonic blood taken from 3-days eggs. Samples with known sexes were used as positive controls. A total of 15 embryo samples were analyzed. The numbers at the top of gel images are randomly assigned to the embryos. Males are indicated in blue and females are indicated in red letters. Seven embryos were identified as male, seven embryos were female, and one embryo was unknown. Seven sex-identified embryos were selected from each sex for scRNA-seq analysis. (B) The histogram shows the frequency of expression sum per cell. Raw data set is non-normalized data on 20,511

genes, 22,535 cells. (C) The histogram shows the frequency of cells containing genes with at least one UMI after filtering out cells/features from original data set (First filtering criteria : keep all genes expressed in  $\geq 3$  cells. keep all cells with at least 200 detected genes). First filtered data is a feature-barcode matrix with 18,093 genes, 22,534 cells after filtering by min. cells=3, min.features=200. (D) The scatter plots represent relationships of genes-molecule counts for each cell. nFeatures counts any genes with at least 1 UMI count. nCount is the number of UMI per cell. (E) The bar plots show study complexity by batch. Batch 1 indicate male and batch 2 indicate female. (F) The violin plots represent the distribution of nGene/nUMI for each cell. (G) UMAP plot colored by UMI counts. (H) UMAP plot colored by doublet and singlet. Doublet was detected by Scrublet.

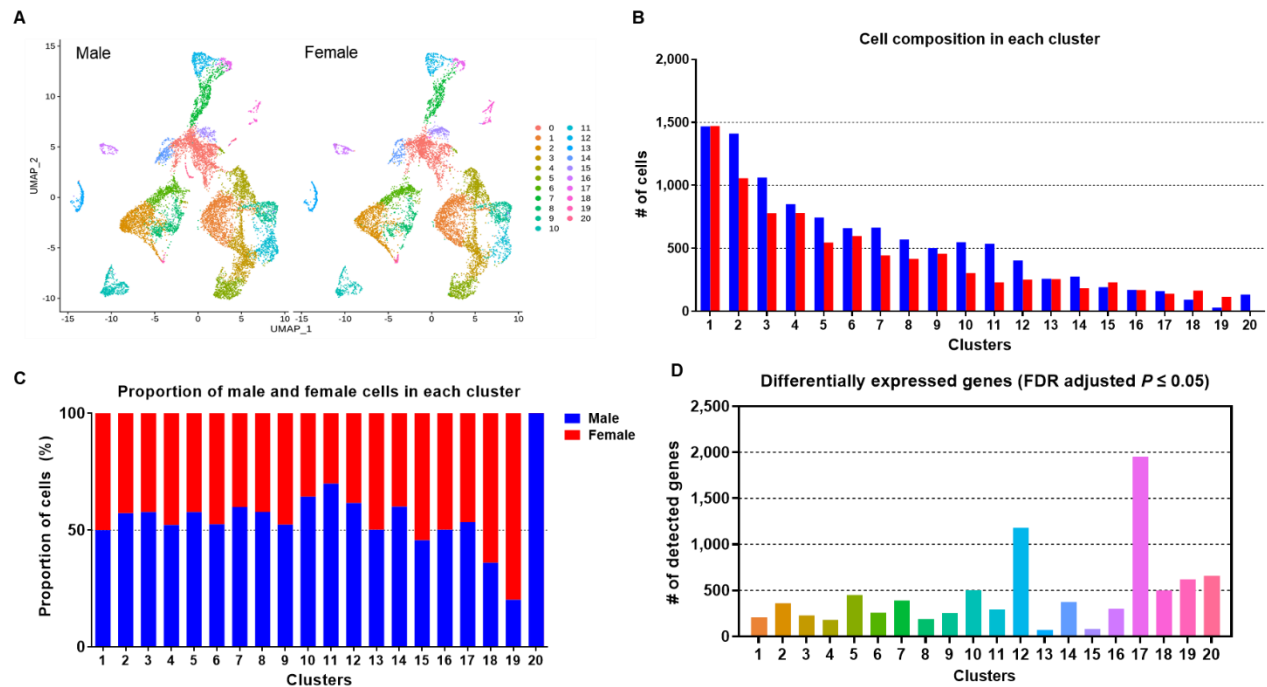

**Supplementary Figure 2. Single-cell RNA sequencing cluster composition analysis.** (A) UMAP clustering by gender. Males and females showed 20 and 19 distinct clusters, respectively (c20 only existed in male). (B) Number of cells assigned to each cluster in both sexes. (C) Proportions of male and female cells in each cluster. (D) Number of differentially expressed genes (DEGs) in each cluster based on aggregated UMAP clusters.

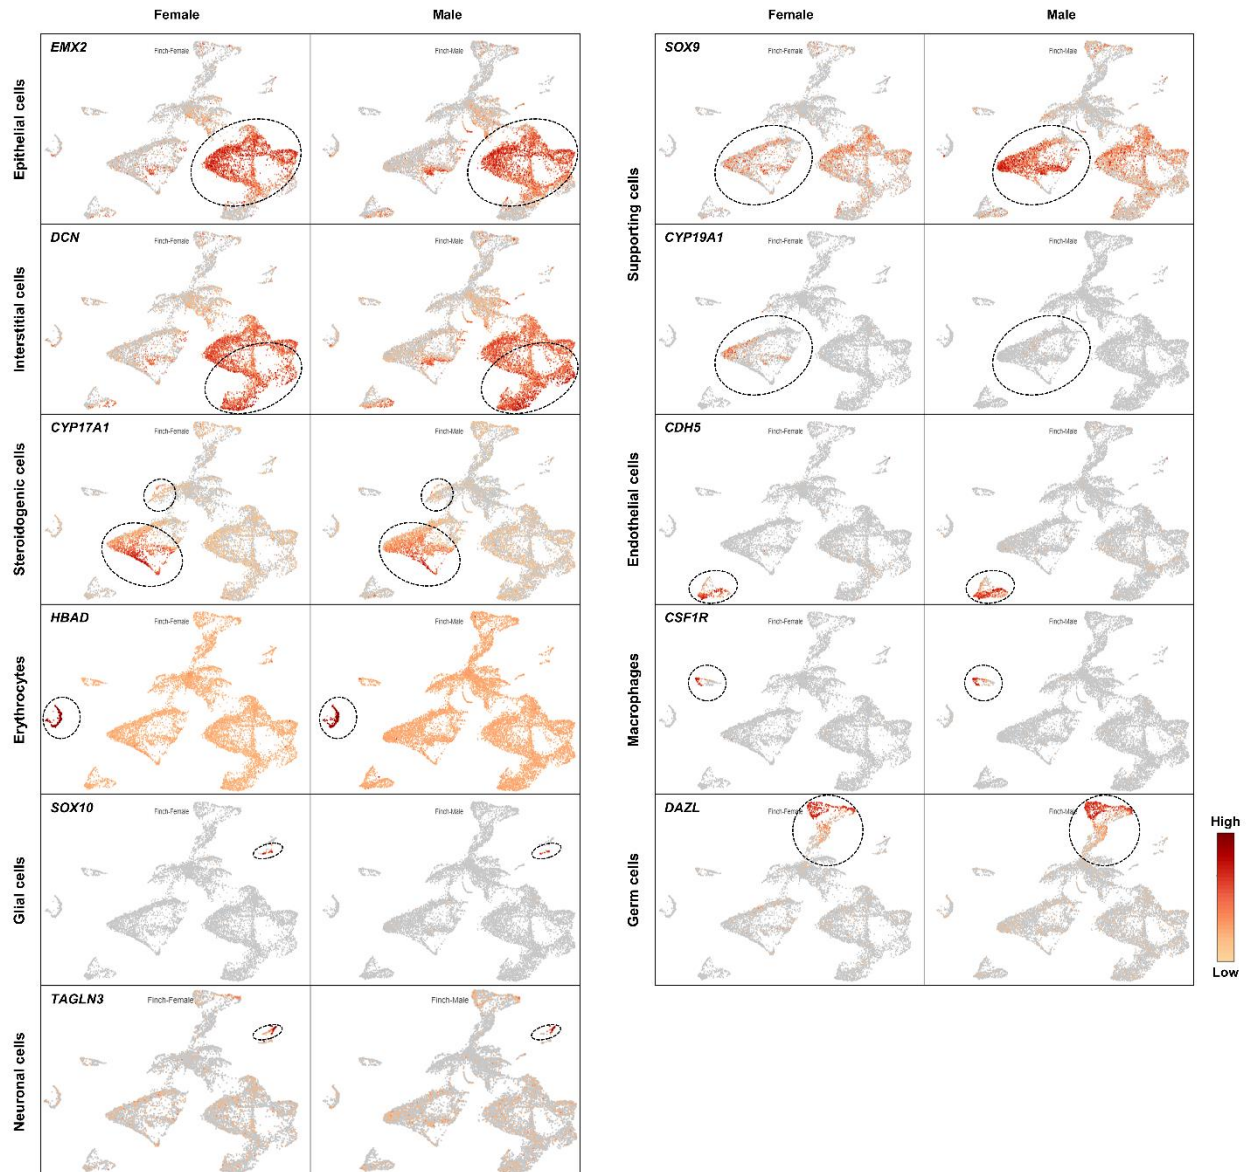

**Supplementary Figure 3. Assignment of gonadal cell types in each sex based on the gene expression of known germ cell markers.** UMAP plots of representative marker genes for each cell type are shown. For supporting cells, *CYP19A1* was used as female marker and *SOX9* was used as male marker. For other cell types, the same markers were used for both sexes.

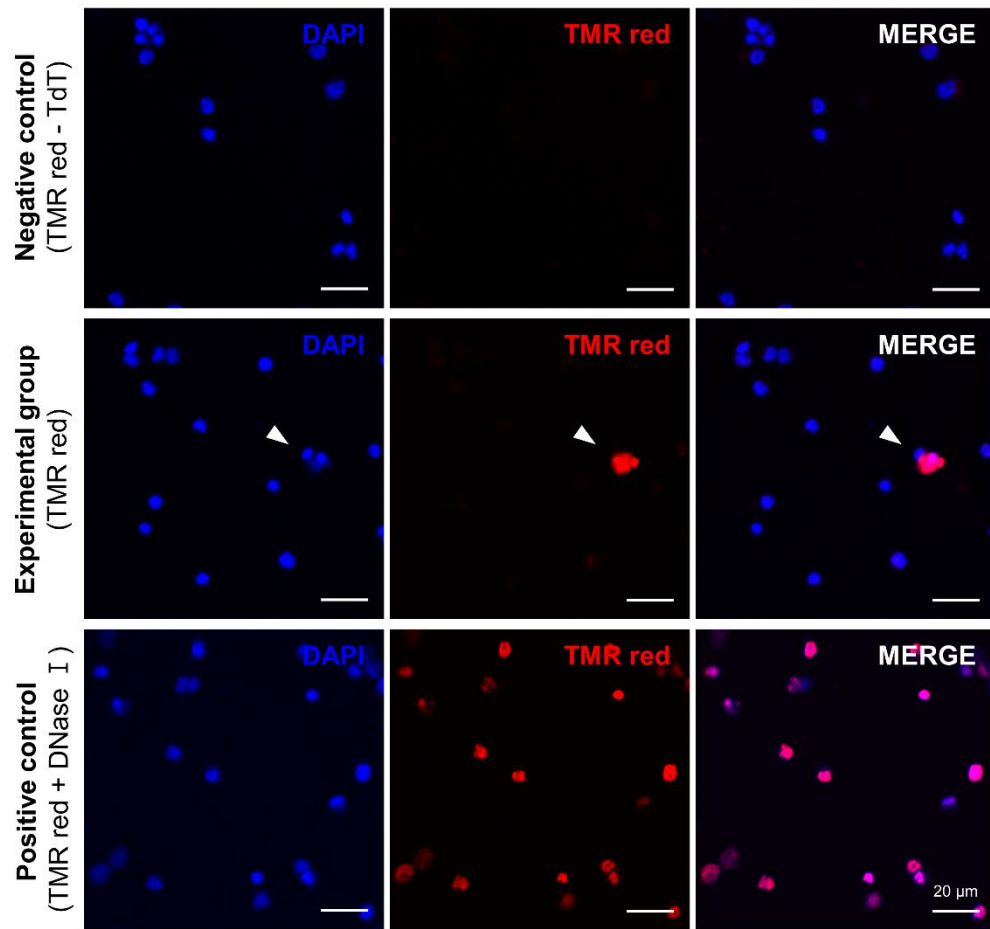

**Supplementary Figure 4. Detection of the apoptotic cells in zebra finch embryonic gonadal cells at HH stage 28.** Whole gonadal cells were treated with the TUNEL reaction mixture (TMR red labeling). Negative control was treated with the mixture without terminal deoxynucleotidyl transferase (TdT). Cells induced DNA damage by treatment with DNaseI were used as a positive control. In experimental group, apoptotic cells were detected (indicated by white arrows). Nuclei were stained by DAPI.

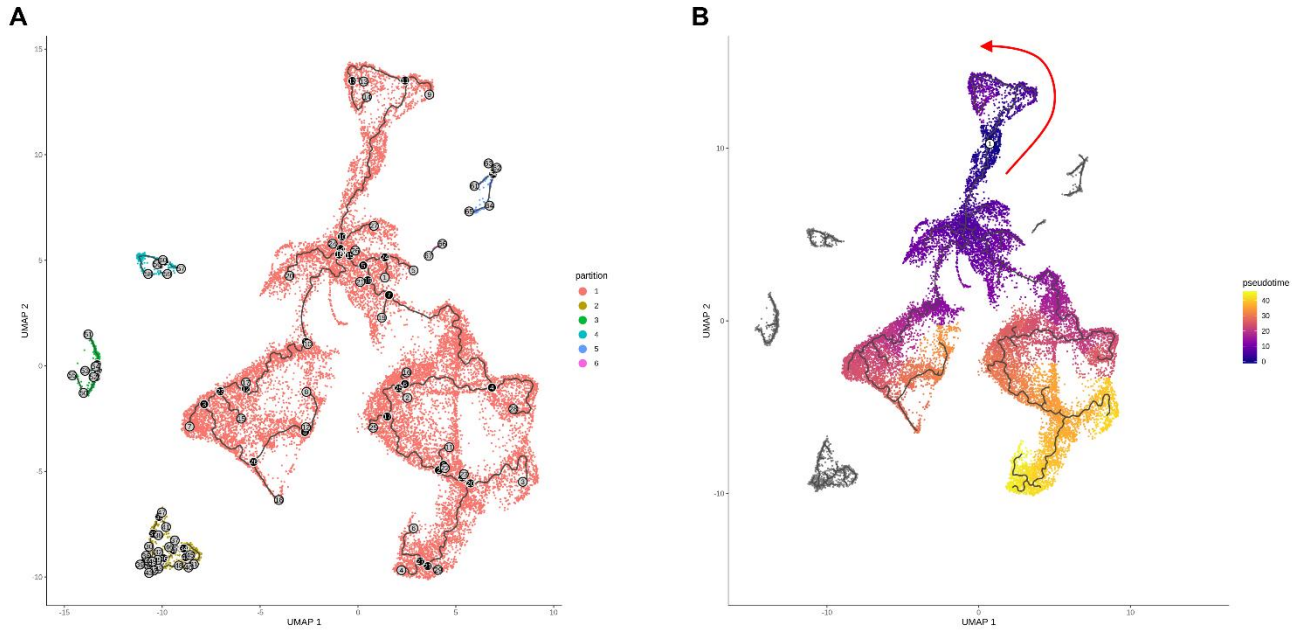

**Supplementary Figure 5. Pseudotime trajectory analysis of PGC subpopulations.** (A) Trajectory graph by partition for the zebra finch whole embryonic gonadal cells. (B) Trajectory graph with pseudotime. Red arrow indicates continuous pseudotime trajectory for the three PGC subpopulations.

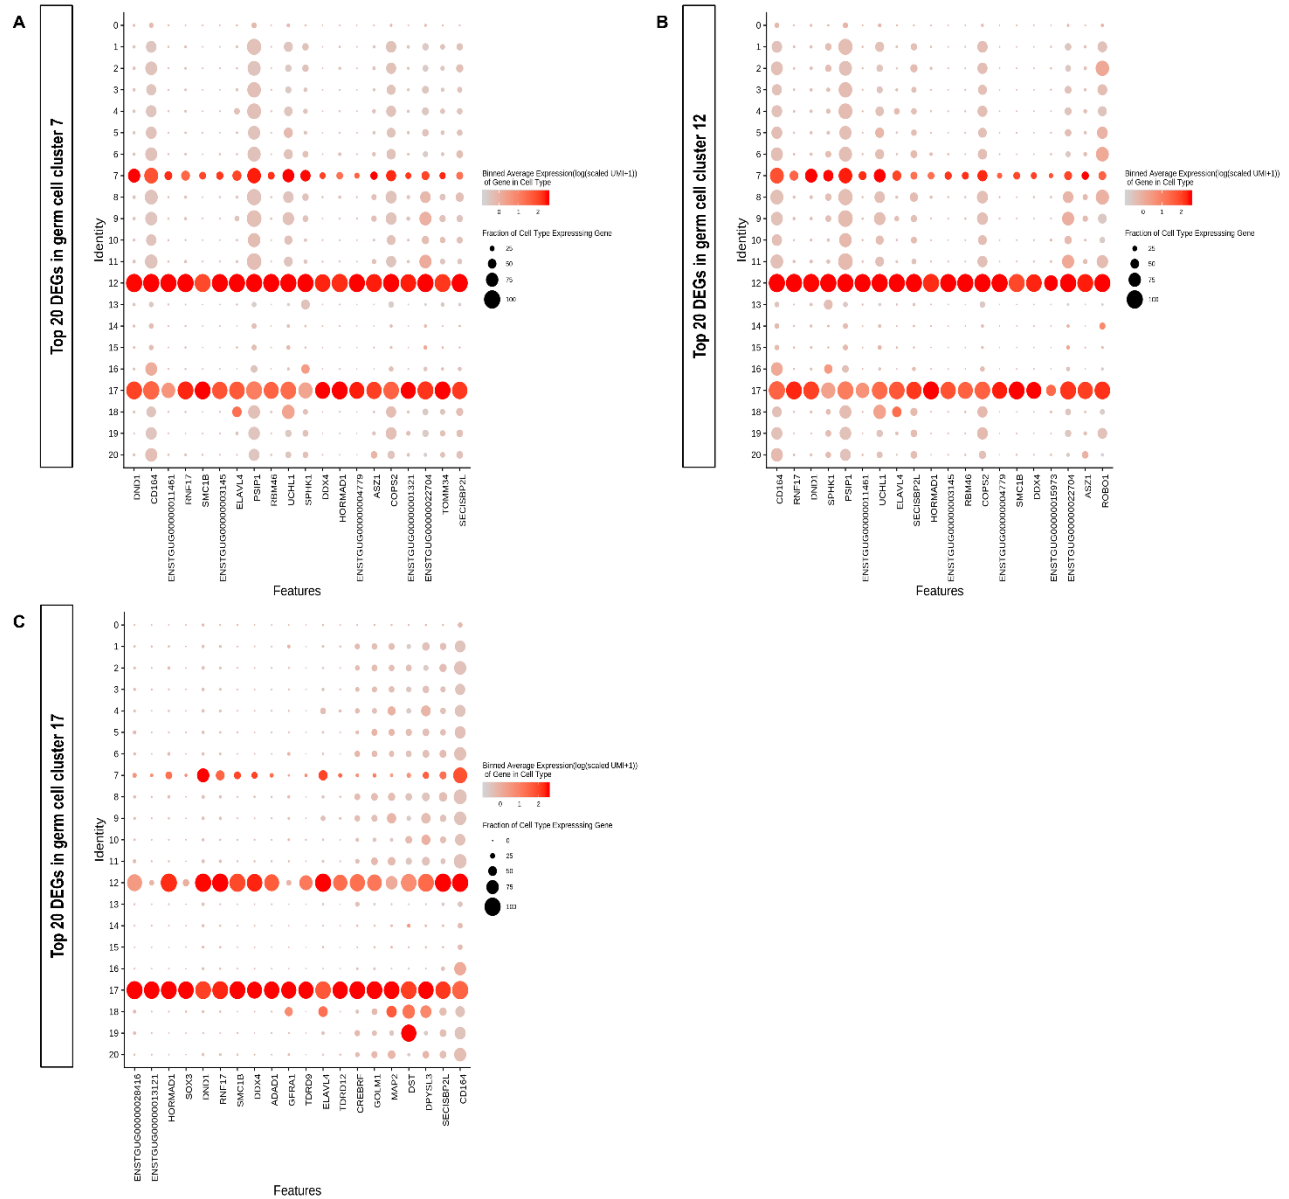

**Supplementary Figure 6. Top 20 genes with cell type-specific expression patterns in the three PGC subtypes.** By examining the top 20 genes in each PGC subtype, it was confirmed that each cluster showed a specific gene expression pattern, suggesting that the genes can be used as gonadal PGC-specific markers in zebra finch.

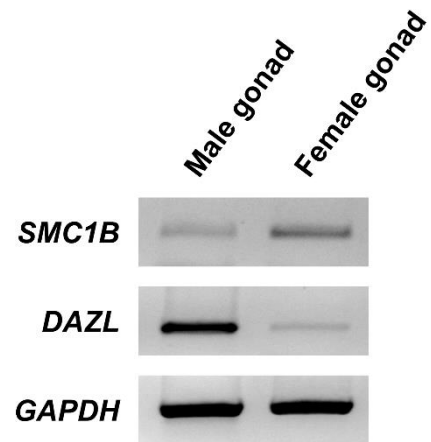

**Supplementary Figure 7. RT-PCR analysis of *SMC1B* gene in embryonic gonads prior to HH stage 28.** Male and female zebra finch embryonic gonads at HH stage 26 were used for analysis.

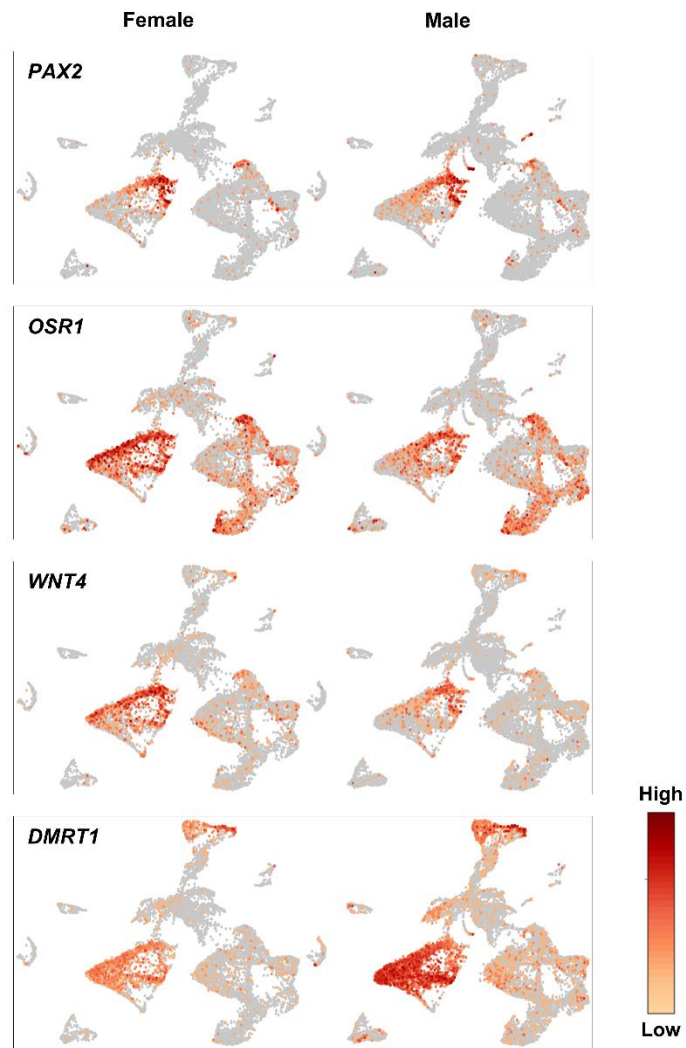

**Supplementary Figure 8. Expression of avian supporting cell-specific genes in zebra finch gonadal cells.** UMAP plots of representative marker genes in chicken supporting cells are shown. All four genes were specifically expressed in the supporting cell cluster in both sexes.

How the deposited data were processed for this re-analysis (not part of the article)

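Gonads of 7 female and of 7 male embryos at HH stage 28 were pooled by sex, and each pool gave 1 library on the 10× Chromium system. The authors deposited 1 table of UMI counts, made with Cell Ranger v5.0.0 on the zebra finch reference with Ensembl gene identifiers. Its values are whole numbers of UMIs per gene and barcode, before cell calling, gene filters and normalization, over 20511 genes, of which 9155 have no symbol in the files. Whether reads were subsampled to equal depth when the libraries were joined is not stated. A UMI was seen on 1490953 barcodes of the female and 1528951 barcodes of the male library. The pools differ in sex and in library at once, so the libraries served as the replicates of comparisons between clusters, and levels of the sexes were compared with counting intervals only.

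Cells were called anew, since the authors' list of cells was not used here. The first step took every barcode above 1/10 of the UMIs at the 99th percentile of the 3000 largest barcodes, and the second tested barcodes with at least 500 UMIs against free RNA, taken from the barcodes ranked 45000 to 90000 by UMIs, with 10000 simulated profiles and a false discovery rate of 0.01. The authors' minimum of 200 genes followed. The profile of free RNA in the other steps came from barcodes with at most 100 UMIs, 1405560 in the female and 1442576 in the male library, with a median of 1 UMI. The cell call was tested on simulated data of 600 UMIs per barcode, in which 2 of 500 empty barcodes of the female and 0 of 500 of the male library were called, and 342 and 245 of 500 barcodes made of equal parts of cell and free RNA.

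Counts were scaled to 10000 UMIs per cell, log transformed and clustered with Seurat 5.3.0 under R 4.3.3, with 20 neighbours. The resolution, the number of components and the number of variable genes are not stated in the study's methods, and the values used were Seurat's defaults or common choices. Doublet scores, pseudotime and tables used python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. For naming, the fold of a marker was taken with 5 CPM added to both levels. A cluster with a median of UMIs under 1/3 of that of all cells in both libraries counted as shallow. A germ cell cluster was c12-like or c17-like when at least 5 of 10 leading genes of that list in Table S3 were raised 2-fold over all other cells, and no more than 1/2 as many of the other list. Pseudotime was computed on the germ cells from 2000 variable genes, 20 principal components, 15 neighbours and 10 diffusion components.

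Sums of UMIs per library and cluster, each of at least 10 cells, were compared with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test) and with DESeq2 1.42.0 as an alternative. The germ cell contrasts had a common dispersion of 0.0216 in edgeR. The counting error of the log2 ratio of DAZL between the shallow and the other germ cell clusters was 0.0834 in the female and 0.0727 in the male library. Whether the sums of 1 library vary together was checked as the correlation, across genes, of the female to male log2 ratio between clusters. Its Pearson r was 0.375 for the shallow and c12-like, 0.329 for the shallow and c17-like and 0.462 for the c12-like and c17-like cluster, over genes that are no independent replicates, so a fit with the library as a block was run beside the unblocked one. The tests were tested on simulated data in which 200 genes were raised by a log2 fold change of 2 at a dispersion of 0.05. edgeR called 200 of them with 4 unchanged genes among 11279, and DESeq2 called 199 with 2 unchanged genes. In the comparison of all clusters edgeR called 200 with 8 unchanged genes among 13384.

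Genes are named in the text when the study names them or when they are among the 5 genes per germ cell contrast with the largest log2 fold change. These had to have an adjusted p of at most 0.05, at least 50 CPM in both libraries and a higher level than in both other germ cell clusters in both libraries. The values of Tables S3 and S5 had been seen when this rule was set. Levels carry 95% exact Poisson intervals and shares of cells 95% exact binomial intervals, a count of 0 was given a limit of 3 cells for a share and of 3 UMIs for a level, and log2 ratios of levels have 5 CPM added.

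Alternatives were a minimum of 500 or 2000 UMIs or of 200 genes alone for a cell, doublet removal, resolution 0.4 or 1.2, 30 principal components, clustering with the genes whose values are results, DESeq2, edgeR without TMM, without the filter on low counts or with the library as a block, subtraction of free RNA at the highest share that hemoglobin UMIs allow, thinning of every cell to 500 UMIs, another root of the pseudotime and each library left out in turn. Added after the data were seen was a subtraction of free RNA within the gene limit, which is the highest share that the level of every gene with at least 100 UMIs in the free RNA profile allows within counting error. Left out were Monocle3, for which diffusion pseudotime stood in, tests of gene sets, since Table S2 was at hand only in part, and the share of genes on the sex chromosomes, since 0 gene identifiers matched the annotation at hand. A test of which cell type R23 holds is not reported here.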

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

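The tests of erythrocyte RNA and of free RNA as the source of the FOS values were chosen only after the results were seen.

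Barcodes with at most 100 UMIs, which the paper does not analyse, carried hemoglobin RNA. HBAD and HBAA together reached 33069.9 CPM in the female and 23417.3 CPM in the male library. In called cells they reached 23088.6 and 18845.4 CPM, so the log2 ratio of free RNA to cells was 0.52 and 0.31. A candidate explanation is RNA released from erythrocytes, which would bring the other abundant RNAs of these cells as well. Over the 50 other genes most raised in the erythrocyte cluster, the median log2 ratio of free RNA to cells was -0.12 in the female and -0.07 in the male library, higher than in 89.5% and 69.9% of 10000 random lists of genes. The medians lie below 0 while the hemoglobin genes lie above it, and neither lies beyond the random lists. Release of erythrocyte RNA and hemoglobin RNA from another source cannot be told apart, since the erythrocyte cluster was chosen by hemoglobin itself and hemoglobin takes most of its UMIs. No biological explanation was tested.

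FOS in the c12-like cluster against the other germ cell clusters had a log2 ratio of 0.85 in the female and -0.39 in the male library. Of 171 compared pairs of a named gene and a cluster, 15 had opposite signs in the libraries, and this was the 1 pair in which both signs held beyond counting error. The difference between the libraries was not tested, since each sex has 1 library. FOS was at 30.4 CPM in the female and 97.0 CPM in the male shallow cluster, at 46.9 and 39.8 CPM in the c12-like and at 18.6 and 28.7 CPM in the c17-like cluster, so that the shallow male sum stands apart. Free RNA, with FOS at 341 CPM in the female and 305 CPM in the male library, may have brought this excess. A share of 23.2% free RNA in the male sum would give it. The upper limit from hemoglobin UMIs is 54.5%, and that from genes with at least 100 UMIs in the free RNA profile is 19.5%. The latter lies below 23.2% and above 16.1%, the share needed at the lower end of the counting error. With the profile of barcodes ranked 45000 to 90000, the lower end of 21.7% lies above the limit of 21.1%. Free RNA as the whole source and transcription in the shallow cells cannot be told apart, since the 2 profiles of free RNA fall on different sides of the limit and the actual share is unknown. A difference between the sexes, or between the handling of the pools, stays open as untested, because sex, pool and library coincide.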

How the results depend on the processing

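The removal of the highest Scrublet scores, the counting of R21 with the shallow cluster, the free RNA profile of ranks 45000 to 90000, the subtraction of free RNA within the gene limit, R21 set against the germ cells, the shares of epithelial, interstitial and supporting cells with each library clustered alone, R9 not counted as supporting and the natural log change above 0.25 were chosen only after the data were seen. The cause was not tested for any change below unless a cause is given.

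Taking 200 genes alone as the limit gave 21429 female and 78503 male barcodes, in place of 9469 and 12469 cells. With at least 500 UMIs the female and male shares were 7.34% and 7.78% for germ cells, 26.4% and 18.1% for epithelial, 14.5% and 16.7% for interstitial and 19.4% and 7.66% for supporting cells, and the shallow cluster held 50.6% of the male germ cells. With at least 2000 UMIs, which by construction takes out shallow cells, they were 6.56% and 7.83%, 36.6% and 29.1%, 18.6% and 24.1%, and 25.9% and 10.5%. The shares of female germ cells were then 12.9% shallow, 48.2% c12-like and 39.0% c17-like and of male germ cells 14.2%, 54.3% and 31.6%, and 680 genes were higher in the c12-like cluster. The cells were clustered anew, and the c17-like cluster grew from 162 to 194 female and from 161 to 234 male cells. In the redrawn shallow cluster NANOG turned from a log2 fold change of 0.81 to -2.29. TFAP2C turned from 0.09 to -8.37, a value without a meaningful size, since TFAP2C had 0 UMIs there in both libraries.

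At resolution 0.4 the female and male shares were 8.49% and 9.94% for germ cells, 24.96% and 18.3% for epithelial, 19.3% and 22.2% for interstitial and 22.4% and 7.40% for supporting cells, and the shallow cluster held 55.2% of the male germ cells. Since the c12-like and c17-like cells shared a cluster there, resolution 0.4 gave no value for them, for the germ cell contrasts or for pseudotime. At resolution 1.2 the epithelial shares were 20.6% and 17.0% and the male interstitial share 18.04%. With 30 principal components the male supporting share was 11.04%. With the highest 5% of Scrublet scores removed the epithelial shares were 30.2% and 22.8%. Scrublet's own threshold marked no cell and gave no value. Counting R21 gave germ cell shares of 8.49% and 9.94%, with 55.1%, 31.9% and 12.99% of the male germ cells in the shallow, c12-like and c17-like cluster, and 371 genes higher in the shallow cluster. Clustering the female library without the male replicate gave a female share of 8.50% for germ cells, 26.2% for epithelial and 18.8% for interstitial cells, and clustering the male library without the female replicate gave a male supporting share of 14.1%. With R9 not counted, the supporting shares were 9.30% of the female and 7.30% of the male cells, lower by construction.

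The numbers of genes higher in the shallow, c12-like and c17-like cluster were 1532, 1671 and 2756. Without TMM the shallow and c17-like numbers became 772 and 4788, and 7272 genes were higher in the c17-like cluster against all clusters. DESeq2 gave 1015 and the library as a block 2655 for the c12-like cluster. Subtraction of free RNA gave 723, 410 and 1607, and with the profile of ranks 45000 to 90000 the shallow and c12-like numbers were 915 and 877. Thinning to 500 UMIs gave 437, 91 and 392, with fewer genes tested and fewer UMIs by construction. The natural log change above 0.25, taken between means of scaled counts over cells and not from edgeR, left 213, 259 and 1074, again by construction.

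In the male sum of the shallow cluster, the hemoglobin share of 54.5% exceeds all UMIs of 2912 of 12780 genes, which were set to 0. FOS, JUN, NR0B1, DDIT4, ANXA6 and ENSTGUG00000001699 were left with 0 male UMIs with either profile of free RNA, so the sizes of their changes below have no meaning. In the shallow cluster, subtraction of free RNA turned FOS from 1.39 to -9.29, JUN from 0.97 to -0.68, NR0B1 from 1.03 to -1.39, DDIT4 from 0.80 to -1.07 and ANXA6 from 2.02 to -0.05. With the profile of ranks 45000 to 90000 the values were -9.40 for FOS, -0.69 for JUN, -2.77 for NR0B1, -1.21 for DDIT4, -0.45 for ANXA6, -0.10 for H3F3A and -0.0082 for ENSTGUG00000001699. Within the gene limit, of 19.5% in that sum, NR0B1 was at -0.26 and DDIT4 at -0.58, both with UMIs left in each library, and ANXA6 at -0.29 with 0 UMIs left in the male library. H3F3A kept UMIs under each subtraction. ELAVL4, at 0.34 with both libraries and TMM, was at -0.042 without the male and at 0.10 without the female replicate, as CPM ratios without TMM or a test. Leaving out TMM alone shifted the median of all genes by -0.31 in the shallow cluster. These values therefore do not show what leaving out a library changes.

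The pseudotime of the c12-like minus the c17-like cluster, -0.185 in the female and -0.136 in the male library, was -0.260 and -0.207 with 30 principal components, -0.225 and -0.182 with the result genes used for clustering, -0.104 and -0.0886 with at least 2000 UMIs, -0.221 and -0.202 after thinning and -0.050 and -0.0156 with R21 counted. With the root in the c17-like cluster it was 0.503 and 0.491, a reversal by construction.

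Set against R21, the log2 ratio of germ cells turned from 4.83 to -0.89 for SMC1B and from 4.70 to -0.073 for RNF17 in the female library, and from 3.37 to -0.086 for SMC1B and from 3.88 to -0.080 for HORMAD1 in the male library. Of these, only the -0.89 of SMC1B lies far from no difference. Germ cell markers were raised in R21 itself, so these ratios cannot decide whether a marker is specific to germ cells.

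Under the alternatives, 725 values of 53 named genes and contrasts had the direction and side of the threshold reported, 18 were reversed as given above, 53 no longer passed it, 11 newly passed it and 75, all from 1 library left without a test, moved beyond counting error. Values from 1 library were CPM ratios without TMM, set against fold changes with TMM. In them the scaling and the library left out cannot be told apart. For the markers of germ cells 129 values stayed within their counting error and 27 moved beyond it, 12 of them with R21 set against the germ cells, which also gave the 4 reversed values. For the genes compared between the sexes 120 stayed and 24 moved. Genes with few UMIs limit these comparisons, since thinned sums left 4043 genes to test, among them 6 of the 8 germness- and pluripotency-related genes, and a cluster with 1 library left had no test.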

Differences from the paper's values

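The natural log change above 0.25 and the subtraction of free RNA within the gene limit were chosen only after the values were seen.

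For germ cells, 1532, 1671 and 2756 genes were higher in the shallow, c12-like and c17-like cluster than in the other germ cells, beside the paper's 84, 148 and 1108 for c7, c12 and c17. Both used edgeR on summed counts, and the paper does not say what its replicates were. Of the alternatives set before the data were examined, subtraction of free RNA brought the c17-like number within 1.5 times of the paper's, at 1607, and no other did so for that cluster. That subtraction set 2912 of 12780 genes to 0 in the male sum of the shallow cluster, and with the share kept within the gene limit, chosen after seeing the values, the number was 2732. For the shallow and c12-like clusters none of these alternatives did, and thinning to 500 UMIs gave 437 and 91. A second limit, chosen after seeing the values, was a natural log change above 0.25 between means of scaled counts over cells, not edgeR's change. This limit gave 1074 for the c17-like cluster and left out 185 of the paper's genes. It gave 213 and 259 for the shallow and c12-like clusters, still more than 1.5 times the paper's, and left out 17 and 31 of the paper's genes.

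Against all clusters, an average of 2671 genes was higher in a cluster, beside the paper's 454, with 4404 genes for the c12-like cluster beside the paper's 1182 for c12 and 4783 for the c17-like cluster beside the paper's 1954 for c17. The paper's test took cells as replicates and the one here sums of libraries. No alternative set before the data were examined brought any of the 3 values within 1.5 times of the paper's. The averages over these alternatives ran from 2220.2 with DESeq2 to 3262 without TMM.

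The other values that both hold were within 1.5 times of each other, among them the numbers of cells, clusters and genes and the shares of germ cells. The 25 fold changes listed for germ cell genes were 0.862 to 1.18 times the paper's, and the 24 shares of cells with a UMI 0.959 to 1.17 times.

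The paper reports lower levels of the germness- and pluripotency-related genes in c7 than in the other subsets. In the shallow cluster, 4 of the 8 genes were lower by edgeR, 1 of them at an unadjusted p under 0.05, and 0 passed the adjusted threshold as lower, also with DESeq2, while 3 passed it as higher. With cells thinned to 500 UMIs, 0 of the 6 genes still tested passed as higher. With R21 counted, chosen after seeing the values, 0 of the 8 did, and without TMM 1. Without TMM, PRDM14 and PIWIL1 passed as lower, with the library as a block PIWIL1 did, and with at least 2000 UMIs, where the clusters were redrawn, NANOG, SOX3, PRDM14 and TFAP2C did. The shares of cells with a UMI were lower in the shallow cluster for all 8 pairs of a germness-related gene and a library.

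The paper places c17 between c7 and c12 in pseudotime, by Monocle3 with a trajectory drawn over whole gonadal cells. Here diffusion pseudotime was run on the germ cells alone, so the orders come from unlike methods and sets of cells. They cannot be set directly against each other. The c12-like cluster came before the c17-like one, with a difference of -0.185 in the female and -0.136 in the male library, under every setting with the root in the shallow cluster. From a root in the c17-like cluster, the c12-like and shallow medians were 0.590 and 0.615 in the female and 0.607 and 0.618 in the male library. By that root the c12-like cluster lay hardly nearer to the c17-like one than the shallow cluster did.

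The paper names AKT1 and EEF2K as low in c7. Both were lower in the shallow cluster, with log2 fold changes of -0.53 and -0.76, and neither passed the threshold. AKT1 passed it without TMM, with the library as a block, with the result genes used for clustering, with at least 500 UMIs, and with free RNA subtracted within the gene limit or the highest 5% of Scrublet scores removed, the last 2 chosen after seeing the values. EEF2K passed it under no setting.

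The paper finds supporting cells the most frequent in males. Epithelial clusters held the most male cells of any named type, at 21.6%, and supporting clusters 8.36%, or 18.9% with R7 counted, a sum formed after the values were seen. At resolution 0.4 and 1.2 interstitial clusters held the most, at 22.2% and 18.04%, beside 18.3% and 17.0% in epithelial ones. The cluster matched to R7 then held 1738 and 1291 male cells. Supporting clusters held 923 and 1042 male cells, beside 2276 and 2122 in epithelial ones. With the male library clustered alone, chosen after seeing the values, epithelial and supporting clusters held 21.04% and 14.1%. Without R9, which CYP17A1 led, a count formed after the values were seen, supporting clusters held 7.30% of the male and 9.30% of the female cells, and with R7 counted 17.9% and 9.46%. The paper finds no difference between the sexes in the proportions of the germ cell clusters. The c17-like share was 21.6% in the female and 15.2% in the male library, with intervals that did not overlap, while those of the other clusters overlapped. With at least 2000 UMIs the c17-like intervals overlapped as well. With each library clustered alone the c12-like intervals did not overlap, at 26.4 to 32.9 in the female and 33.4 to 39.2 in the male library.

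The paper places the mitotic genes CDK1 and UBE2C in a cluster without a cell type. They were highest in R14, R13 and R8, named supporting, interstitial and epithelial. The paper names a steroidogenic type that takes in supporting clusters, and no cluster was so named here, with CYP17A1 highest in the unnamed R22 in female cells, at 1817 CPM, and in R9, named supporting, in male cells, at 3064 CPM. The paper gives KRT18 as specific to epithelial clusters and COL1A2 to interstitial ones. KRT18 was at 242.7 CPM in supporting cluster R10, beside 167 CPM in epithelial cluster R8 and 244 CPM in R6, and COL1A2 was higher in the unnamed cluster R3 than in R13 and R4. The paper names BASP1 for c7, and it was as high in the c12-like cluster, at 273 CPM in the female library beside 243 CPM in the shallow cluster.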

Other observations

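Both tests of the share of shallow cells with a germness UMI and those of the closest mixture with free RNA, of genes above free RNA and both other clusters, of free RNA subtracted within the gene limit, of the genes named for c7, of R19 and of DDX4 were chosen only after the results were seen.

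The shallow germ cell cluster held 1123 UMIs per cell in the female and 1218 UMIs in the male library, far below the c12-like and c17-like clusters. If fewer UMIs per cell were the whole explanation, its genes would not differ once every cell has the same depth. With every cell thinned to 500 UMIs, 437 genes were still higher in it by edgeR at an adjusted p of at most 0.05. This count cannot decide, since the contrast is with the mean of both other clusters. Cells of mostly c12-like kind would differ from that mean at any depth, and the cluster was drawn from the same UMIs. Depth may explain a part of how the shallow cluster differs. Before thinning, a smaller share of its cells had a UMI of DAZL, BOLL, ELAVL4 or PIWIL1 in all 8 pairs of a gene and a library, and after thinning the interval lay below both other clusters in 0 of 8 pairs. It lay below the c12-like cluster in 3 of 8 pairs, which argues against depth alone for that difference.

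Free RNA mixed with germ cell RNA is another candidate explanation for the shallow cluster. Across genes, the log2 ratio of the shallow cluster to the other germ cells and that of free RNA to the other germ cells had a Spearman rho of 0.380 in the female and 0.425 in the male library. With the profile of barcodes ranked 45000 to 90000 it was 0.523 and 0.611. Genes richer in free RNA made up 49.8% and 51.8% of the 1532 genes higher in the shallow cluster, beside 28.4% and 31.4% of all genes. By the profile of ranks 45000 to 90000 they made up 54.4% and 59.1%, beside 23.1% and 23.5% of all genes. The same measure for the c12-like against the c17-like cluster, where no mixture was proposed, gave a rho of 0.551 and 0.534, and for the c17-like against the c12-like cluster 0.120 and 0.154. The observed values lie between these controls. With the profile of ranks 45000 to 90000 the controls were 0.569 and 0.552 and, in the other direction, 0.105 and 0.162, so that the female value lies between them and the male one above. As the whole explanation, free RNA mixed with RNA of the c12-like and c17-like cells would leave no gene apart at a common share. At the closest such mixture, 168 genes were more than 1.5 times apart beyond counting error and in the same direction in both libraries with the profile of ranks 45000 to 90000, and 264 with that of at most 100 UMIs. Of these, 143 and 252 were lower in the shallow cluster. Of the 1532 genes higher in the shallow cluster, only 23 and 12 were apart from that mixture. With free RNA subtracted within the gene limit, 1530 genes were still higher than in the mean of the other germ cells. That count cannot decide, since 80 to 90% of the germ cell part of the closest mixtures was c12-like. The genes apart from the closest mixture, most of them lower, argue against such a mixture as the whole explanation. A test run before that of the closest mixture did not exclude it. In both libraries, 7 genes lay above free RNA and both other clusters beyond counting error and 0 of them by 1.5 times or more, so free RNA may bring a part of the higher levels. How large that part is and what damaged or small germ cells bring cannot be told apart by a rho that controls without a mixture reach or come near. Genes are no independent replicates, and no biological explanation was tested.

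The higher levels of genes that the study names for c7 may come in part from free RNA. For FOS, JUN, NR0B1 and DDIT4, which are 4 of 7 genes tested, the share of free RNA that would give the whole excess lay within the upper limits of 10.5% in the female and 54.5% in the male library. H3F3A needed 42.7%, H3F3B 69.0% and BASP1 63.0% in the female library, above its limit, which argues against free RNA as the whole source for these 3 genes. Genes with at least 100 UMIs in the free RNA profile limit the male share to 19.5%. In that library H3F3A needed 42.8%, H3F3B 51.6% and BASP1 41.2%, as well as FOS 23.2%, or 16.1% at the lower end of its counting error. For the 4 genes, free RNA and transcription in the cells cannot be told apart, because the limits are upper ones and the actual share is unknown.

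Cluster R19 may consist of droplets that hold a cell of R7 and an epithelial cell of R1. A mixture with a weight of 0.4 for R1 left 2.19% of its genes more than 1.5 times apart, whereas the closest mixture of other clusters left 7.15% or more for each of the clusters so tested. Among its cells, 61.6% were in the top 5% of Scrublet scores, and their median of 15491 UMIs stood beside 18184 UMIs for the pair. A cell state between the types of R7 and R1 would have a like profile and stays open, and no biological explanation was tested.

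DDX4 was higher in germ cells of the male library, with a log2 ratio of male over female of 2.26 in the shallow, 1.80 in the c12-like and 1.61 in the c17-like cluster. Less germ cell RNA in the female sums would lower every germ cell gene alike. The highest log2 ratio among 12 other germ cell genes was 0.42, which argues against this explanation. Of 6180 genes that reached 20 CPM, 13 were at least 2-fold higher in the male library in all 3 clusters, and 8 of these were so in the other cells as well. HSD17B1 was the 1 gene higher in the female library. These genes were chosen after their values were seen. A difference between the sexes and a difference between the pools stay open, as untested.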
